# Generation of developmentally competent oocytes and fertile mice from parthenogenetic embryonic stem cells

**DOI:** 10.1007/s13238-021-00865-4

**Published:** 2021-11-30

**Authors:** Chenglei Tian, Linlin Liu, Ming Zeng, Xiaoyan Sheng, Dai Heng, Lingling Wang, Xiaoying Ye, David L. Keefe, Lin Liu

**Keywords:** parthenogenetic embryonic stem cells, primordial germ cell-like cells, imprinting, meiosis, oocytes

## Abstract

Parthenogenetic embryos, created by activation and diploidization of oocytes, arrest at mid-gestation for defective paternal imprints, which impair placental development. Also, viable offspring has not been obtained without genetic manipulation from parthenogenetic embryonic stem cells (pESCs) derived from parthenogenetic embryos, presumably attributable to their aberrant imprinting. We show that an unlimited number of oocytes can be derived from pESCs and produce healthy offspring. Moreover, normal expression of imprinted genes is found in the germ cells and the mice. pESCs exhibited imprinting consistent with exclusively maternal lineage, and higher X-chromosome activation compared to female ESCs derived from the same mouse genetic background. pESCs differentiated into primordial germ cell-like cells (PGCLCs) and formed oocytes following *in vivo* transplantation into kidney capsule that produced fertile pups and reconstituted ovarian endocrine function. The transcriptome and methylation of imprinted and X-linked genes in pESC-PGCLCs closely resembled those of *in vivo* produced PGCs, consistent with efficient reprogramming of methylation and genomic imprinting. These results demonstrate that amplification of germ cells through parthenogenesis faithfully maintains maternal imprinting, offering a promising route for deriving functional oocytes and having potential in rebuilding ovarian endocrine function.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13238-021-00865-4.

## INTRODUCTION

In most mammalian species, follicular reserve is determined at birth, and progressively declines with age. Both age and gonadotoxic chemo- or radio-therapies accelerate oocyte and follicular attrition and promote premature ovarian aging and infertility (Nagaoka et al. 2012; Grive and Freiman 2015; Zhang and Liu 2015). Augmenting the supply of oocytes could preserve the endocrine functions. Encouragingly, oocytes can be generated from embryonic stem cells (ESCs) derived from fertilized embryos or induced pluripotent stem cells (iPSCs) from somatic cells (Hayashi et al. 2012; Hikabe et al. 2016).

Parthenogenetic embryos, formed from activation and diploidization of oocytes, do not contain a paternal genome, such that parthenotes arrest at mid-gestation from defects in genomic imprinting and placental malfunction (Barton et al. 1984; Surani et al. 1984; Barlow and Bartolomei 2014). Despite their developmental incompetence, parthenogenetic embryonic stem cells (pESCs) can be generated from parthenogenetic embryos, and therefore allay ethical concerns associated with destruction of viable embryos (Sousa and Wilmut 2007). pESCs are produced from oocytes by chemical activation e.g., with strontium (Sr^2+^) (Swann and Ozil 1994; Moses and Kline 1995; Liu et al. 2002; Chen et al. 2009), and undergo dramatic epigenetic reprogramming and global demethylation (Li et al. 2009). The pESCs are minimally immunogenic to those who donate the founding oocytes (Kim et al. 2007; Didie et al. 2013; Espejel et al. 2014). Moreover, pESCs develop significantly fewer *de novo* coding mutations than do nuclear transfer ESCs and iPSCs (Johannesson et al. 2014). The utility of iPSCs is especially constrained by accumulation of somatic mutations and variability of differentiation (Blasco et al. 2011; Gore et al. 2011; Gao et al. 2015; Tapia and Scholer 2016; Kilpinen et al. 2017; Yoshihara et al. 2017; D'Antonio et al. 2018). Additionally, given that telomere reserve is critical for genomic stability and formation of germline (Bonis et al. 2014), telomeres of pESCs are comparable to those of ESCs (Yin et al. 2014). However, it remains unclear whether functional oocytes can be generated from pESCs and whether the aberrant imprinting of parthenogenetic embryos can be reprogrammed during formation of pESCs and differentiation into PGCLCs and oocytes.

## RESULTS

### Parthenogenetic ESCs (pESCs) acquire germline competence and maintain maternally expressed genes

We generated parthenogenetic ESCs (pESCs) from β-Actin-GFP parthenogenetic embryos, and female (XX) ESCs from the same genetic background, to serve as controls (Fig. 1A). After seven days in culture, the outgrowths from parthenogenetic blastocysts exhibited morphology and size comparable to those of blastocysts developed from fertilized embryos, and expressed Actin-GFP (Fig. S1A). Morphology and expression of the pluripotent marker genes, Oct4 and Nanog in pESCs resembled those of ESCs (Fig. 1B and 1C). Both pESCs and ESCs generated chimeras with germline competence, as determined by the 4–8-cell embryo injection assay (Fig. 1D–F). Various pESC lines obtained from MII oocytes demonstrated germline competence (Fig. 1G). pESC lines generated from different mouse strains exhibited variability in the efficiency of cell line derivation from blastocysts, from 22% to 57%. The efficiency of germline transmission ranged from 33% to 60% (Fig. 1G). Of five female ESC lines derived from 19 blastocysts, two displayed germline competence (Fig. 1G). At passage 10, over 65% of chromosome spreads from pESCs displayed the normal complement of 40 chromosomes (Fig. S1B), similar to ESCs. These results demonstrate that pESCs derived from parthenogenetically activated oocytes exhibit pluripotency and developmental potential comparable to female ESCs.

**Figure 1:**
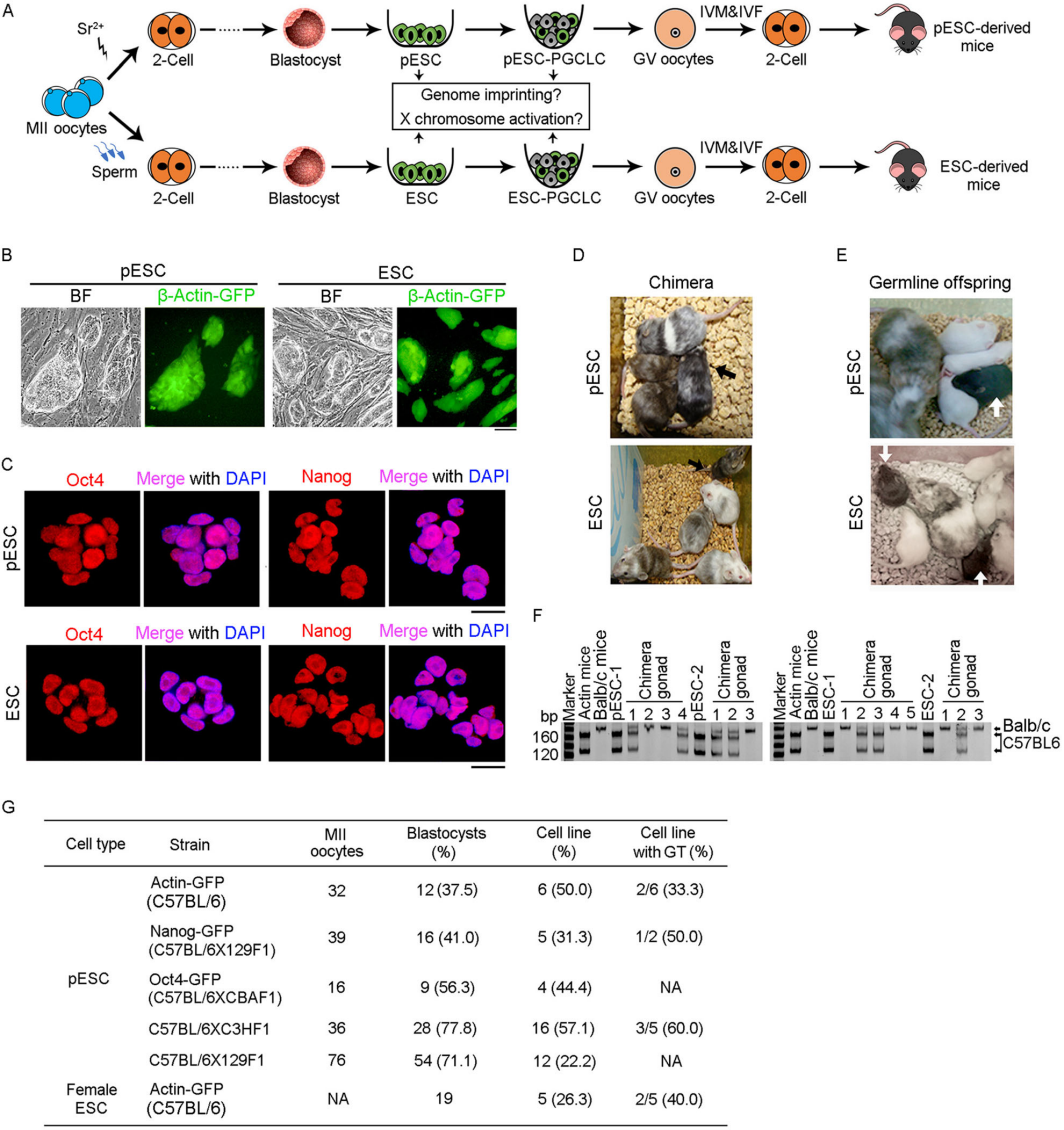
**Parthenogenetic ESCs (pESCs) acquire germline competence**. (A) Schematic summary illustrating the strategy of augmenting oocytes by derivation of pESCs from parthenogenetically activated oocytes or ESCs from fertilized embryos that are directed to differentiate into germ cells and functional oocytes. IVM, *in vitro* maturation; IVF, *in vitro* fertilization. (B) Morphology and β-Actin-GFP expression of pESCs and ESCs. Scale bar = 100 μm. (C) Expression of pluripotency markers (Oct4 and Nanog) of pESCs and ESCs. Scale bar = 20 μm. (D and E) Chimera (D) and germline competency (E) of pESCs and ESCs by 4–8-cell embryo injection. Germline offspring was produced by mating of chimeras with albino ICR mice. Albino Balb/c mice served as embryo donors, and pseudo-pregnant albino Kunming mice as surrogate mother. (F) Genotyping analysis of gonad in pESC (left) and ESC (right) derived chimeras generated from pESCs or ESCs by microsatellite primers D12Mit136. (G) Summary of derivation of pESCs and female ESCs from various mouse strains. Actin-GFP and Oct4-GFP pESCs were from *in vivo* (IVO) MII oocytes; Nanog-GFP pESCs from *in vitro* maturation (IVM) MII oocytes; C57BL/6XC3HF1 and C57BL/6X129F1 pESCs from IVO and IVM oocytes. NA, not available; GT, germline transmission competence; the efficiency (%) of GT cell lines is shown as the number of cell lines with germline transmission competence/number of cell lines tested

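RNA of pESCs, embryonic stem cells derived from activated oocytes and so carrying maternal chromosomes alone, and of female ESCs derived from fertilized embryos was sequenced in 2 replicates of each. The authors aligned the reads to the mouse genome (mm10), counted them on genes and deposited TPM, in which counts are divided by gene length and scaled to the same total in each library. The table holds 36066 genes in 10 libraries, the PGCLC and PGC libraries included. Multiplied by exon length, 94.7% to 94.9% of the values above 0 in a library were whole numbers of reads, and the recovered reads on genes were 14601685 and 18632189 for ESCs (median 16616937) and 12216946 and 12988972 for pESCs (median 12602959). For a gene of the median exon length of 3090 nt, 3 reads corresponded to 0.0817 to 0.105 TPM in ESCs and to 0.111 and 0.112 TPM in pESCs, and these floors cover counting error alone. The 10 most abundant genes held 20.8% and 21.6% of the TPM in ESCs and 18.3% and 20.9% in pESCs. Values were analysed as log2(TPM + 1), and fold changes are on that scale. The 27259 genes with at least 0.1 TPM in at least 2 libraries were tested with limma, with variances estimated from all 10 libraries, and genes with an adjusted p under 0.05 and a change of at least 2-fold were called. With 2 replicates against 2, a two-sided exact permutation test cannot go below p = 0.333, so the p-values rest on limma's variance model. Positions are those of GRCm38.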

To characterize the molecular basis underlying their pluripotency, we employed RNA-seq analysis to compare the transcriptional profiles of pESCs to female ESCs. Genome-wide gene expression profile was strikingly similar (*R*^2^ = 0.98), but not identical between pESCs and ESCs (Fig. 2A). 

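Across the 27259 genes, the square of Pearson's r between the mean log2 values of pESCs and ESCs was 0.965. Genes are not independent replicates, so no p-value is attached to this value. Between single libraries of pESCs and ESCs it lay between 0.936 and 0.965 (SD 0.0134), and between replicates it was 0.956 for pESCs and 0.980 for ESCs. The square of Spearman's rho, the alternative that moved it most, was 0.884. By limma, 213 genes were called, 45 of them higher and 168 lower in pESCs. At an unadjusted p under 0.05 with the same fold change, which moved the count by the most genes, 756 passed, 254 of them higher. When the variances came from these 4 libraries alone, 0 genes were called, with 3975 at an unadjusted p under 0.05. The split depended on the scaling. The median log2 fold change of all genes was -0.06, and after the libraries were centred on the median of genes with at least 1 TPM everywhere it was 0.28. After that centring 191 genes were called, 161 higher and 30 lower, and 75 of the 213 genes were among them. Quantile normalization gave 65 genes higher and 57 lower. Because the replicates of different groups share their numbers, replicate was also fitted as a block, with 78 genes called, while the deviations of same-numbered libraries had a correlation of 0.045 over 14838 genes. Among genes whose names the paper does not give, the largest increases were Gm23413 (log2 fold change 2.52) and Mir290b (2.18), and the largest decreases were Gm24494 (-4.04) and Snurf (-3.59), the last with all of its sequence shared with other genes. Gm23413, Mir290b and Gm24494 have exons of 125, 58 and 81 nt, and 34 of the 213 called genes are under 200 nt. In data simulated with no change, all 12 called genes were under 200 nt, so calls of such short genes are less secure.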

Like ESCs, pESCs expressed key pluripotency genes, including *Oct4*, *Sox2*, and *Nanog,* at high levels. 

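Oct4 is listed by its symbol Pou5f1 and lies on chromosome 17 from 35506018 to 35510772. Its level was 7.64 ± 0.214 TPM (SD, n = 2) in pESCs and 21.2 ± 3.15 TPM (SD, n = 2) in ESCs, a log2 fold change of -1.36 (standard error 0.257, adjusted p = 0.0541 from limma), and both pESC libraries lay below both ESC libraries. Sox2, on chromosome 3 from 34650405 to 34652461, was at 49.1 ± 18.7 TPM in pESCs and 38.7 ± 8.41 TPM in ESCs (log2 fold change 0.30, adjusted p = 0.706 from limma), with overlapping replicates. Nanog, on chromosome 6 from 122707489 to 122714633, was at 408 ± 6.3 TPM in pESCs and 572 ± 144 TPM in ESCs (log2 fold change -0.46, adjusted p = 0.424 from limma), a difference close to the spread between the ESC replicates.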

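The 21 pluripotency genes shown in Fig. 2B had a median log2 fold change of -0.21 between pESCs and ESCs, with a range from -1.613 to 1.104. Of these, 5 were higher and 16 lower in pESCs. Genes with at least 1 TPM in every library had a median of -0.278, so the median of the list was not below theirs. The replicates did not overlap for 11 of them, 1 higher and 10 lower, where chance gives a share of 0.333. Both called genes were singled out after their values were seen. Dppa3, on chromosome 6 from 122626410 to 122630272, was at 791 ± 116 TPM in pESCs and 366 ± 18 TPM in ESCs (SD, n = 2; log2 fold change 1.104, standard error 0.186, adjusted p = 0.0435 from limma). Utf1, on chromosome 7 from 139943789 to 139945112, was at 7.46 ± 1.91 TPM in pESCs and 24.6 ± 2.94 TPM in ESCs (log2 fold change -1.61, standard error 0.287, adjusted p = 0.0484). Adjusted over the list alone, 3 genes passed. For the naive markers Esrrb, Klf4 and Tbx3 the differences were within the spread between replicates. Esrrb was at 12.4 ± 3.83 TPM in pESCs and 15.6 ± 0.364 TPM in ESCs, Klf4 at 26.4 ± 6.58 and 28.2 ± 1.23 TPM, and Tbx3 at 2.014 ± 0.115 and 2.297 ± 0.398 TPM. Klf4 and Tbx3 changed direction with quantile normalization (log2 fold changes 0.17 and 0.05) and with median centring (0.22 and 0.21), and Esrrb with quantile normalization (0.01). Median centring also turned Tdgf1, Fbxo15, Nodal, Fgf4, Sall4 and Fgf5 higher, with log2 fold changes from 0.015 to 0.168, so the split of the list depended on the scaling.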

Expression levels of naive marker genes also were similar between pESCs and ESCs (Fig. 2B and 2C). Expression levels of maternal genes, such as *H19*, *Slc22a18*, *Grb10*, *Igf2r* and *Rhox5*, in pESCs exceeded those of ESCs (Fig. 2D and 2E). 

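A list of maternally expressed genes from the paper was tested with camera, limma's gene set test. Its p-values were adjusted over the 23 set tests run. The list joins genes of Fig. 2E with those of Fig. 4D, which groups genes by maternal or paternal imprinting. It may thus hold genes expressed from the paternal allele. The name maternally expressed genes stands for this list unless a curated list is named. The 10 genes tested of 12 had a median log2 fold change of 0.11 between pESCs and ESCs (SD 0.119 over pairs of libraries), against -0.06 for all other genes, with 7 higher and 2 lower (adjusted p = 0.0082 from camera, and 0.00958 with the replicate block). The median was no larger than the spread between libraries. Median centring moved the median most, to 0.448 (adjusted p = 0.0087), with 9 higher and 1 lower, and a curated list of 27 maternally expressed genes turned it, to -0.035 (adjusted p = 0.798), with 12 higher and 15 lower. Of the genes named at this claim, 1 was called. Rhox5, on the X chromosome from 37804842 to 37808876, was at 187.6 ± 19.4 TPM (SD, n = 2) in pESCs and 74.7 ± 7.71 TPM in ESCs (log2 fold change 1.32, standard error 0.142, adjusted p = 0.0125 from limma). Igf2r, on chromosome 17 from 12682406 to 12769664, was at 1.38 ± 0.065 TPM in pESCs and 0.816 ± 0.0824 TPM in ESCs (log2 fold change 0.39, standard error 0.164, adjusted p = 0.264), with no overlap between replicates. Slc22a18, on chromosome 7 from 143473736 to 143499334, was at 2.93 ± 0.172 TPM in pESCs and 2.46 ± 0.0463 TPM in ESCs (log2 fold change 0.19, adjusted p = 0.579). For Grb10, on chromosome 11 from 11930508 to 12038683, the replicates overlapped, at 0.910 ± 0.455 TPM in pESCs and 0.608 ± 0.252 TPM in ESCs. H19, on chromosome 7 from 142575529 to 142578143, had 3 and 5 reads in the pESC libraries and 1 and 3 reads in the ESC libraries, so a difference was not detectable at this depth.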

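The 21 paternally expressed genes from the paper, also grouped in part by imprinting, had a median log2 fold change of -0.29 between pESCs and ESCs. Its SD over pairs of libraries was 0.116, with 4 genes higher and 17 lower (adjusted p = 0.00683 from camera, and 0.00651 with the replicate block). A curated list of 30 genes by expressed allele had a median of -0.349, with 4 higher and 25 lower (adjusted p = 0.000156 from camera). After median centring the median of the paper's list was 0.04, with 11 genes higher and 10 lower, still below the other genes. By limma, 3 genes were called lower, and the same number passed when adjusted over the list alone. Snrpn, on chromosome 7 from 59982495 to 60140219, was at 8.13 ± 1.88 TPM (SD, n = 2) in pESCs and 98.2 ± 13.8 TPM in ESCs (log2 fold change -3.45, standard error 0.213, adjusted p = 0.0025), and 19.2% of its 100-base stretches also occur in overlapping genes. Mest, on chromosome 6 from 30723547 to 30748465, was at 3.03 ± 1.26 TPM in pESCs and 38.4 ± 0.846 TPM in ESCs (log2 fold change -3.33, standard error 0.204, adjusted p = 0.0025), with 19.3% of its stretches shared with Copg2. The other called gene was Peg3, singled out after its value was seen (log2 fold change -1.09, adjusted p = 0.0401). Impact, on chromosome 18 from 12955852 to 12992950, was at 118.2 ± 45 TPM in pESCs and 186.2 ± 2.04 TPM in ESCs (log2 fold change -0.71, adjusted p = 0.348), a difference of the size of the spread between the pESC replicates. Sgce, on chromosome 6 from 4674350 to 4747207, was at 0.410 ± 0.0113 TPM in pESCs and 0.726 ± 0.0732 TPM in ESCs (log2 fold change -0.29, adjusted p = 0.431). Igf2, on chromosome 7 from 142650766 to 142666816, had 0 and 4 reads in the pESC libraries and 8 and 1 reads in the ESC libraries, too few to show a difference, and 59.3% of its stretches occur in other genes. After median centring Sgce and Igf2 changed direction (log2 fold changes 0.04 and 0.28).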

Expression levels of paternal genes including *Igf2*, *Snrpn*, *Mest*, *Impact*, and *Sgce* were lower in pESCs than in ESCs (Fig. 2D and 2E), consistent with the maternal origin of pESCs. 

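Genes of germ cell development and of meiosis were tested as curated lists, since the members of the GO terms were not used here. The 37 germ cell genes had a median log2 fold change of -0.01 between pESCs and ESCs (SD 0.058 over pairs of libraries), with 15 higher and 20 lower (adjusted p = 0.081 from camera, and 0.0942 with the replicate block). The median was 0.02 with quantile normalization (adjusted p = 0.0338) and 0.33 with median centring (adjusted p = 0.044). Dppa3 was the 1 called gene of this list. The 43 meiosis genes had a median log2 fold change of 0.01 (SD 0.073) against -0.06 for the other genes, with 22 higher and 21 lower (adjusted p = 0.00429, and 0.00377 with the block), a median smaller than the spread between libraries. After median centring it was 0.34, with 41 higher and 2 lower (adjusted p = 0.00419). No meiosis gene was called, and 1 passed at an unadjusted p under 0.05 with a 2-fold change and when adjusted over the list alone.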

Comparison by GO analysis of upregulated genes between pESCs and ESCs showed enrichment for meiotic cell cycle and germ cell development in pESCs (Figs. S1C and S1D). 

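Of the 1444 genes of the table on the X chromosome, 1084 were tested. Their median log2 fold change between pESCs and ESCs was -0.01 (SD 0.016 over pairs of libraries) against -0.06 for the other genes, with 415 higher and 555 lower (adjusted p = 0.049 from camera, and 0.0586 with the replicate block). After median centring it was 0.32, with 898 higher and 186 lower (adjusted p = 0.116), a shift shared by the other chromosomes. Over all 1444 genes the median level was 0.132 and 0.144 TPM in the ESC libraries and 0.135 and 0.143 TPM in the pESC libraries. By limma, 7 X-linked genes were called, 5 of them higher and 2 lower in pESCs. The higher genes were Rhox5, 1700013H16Rik, Xlr3c, Gm14843 and Gm7153. The lower genes, named after their values were seen, were G6pdx (log2 fold change -1.09, adjusted p = 0.0488) and Mir5116 (log2 fold change -1.66, adjusted p = 0.00566). At an unadjusted p under 0.05 with a 2-fold change, 14 X-linked genes were higher and 8 lower, and after median centring 14 were called higher and 1 lower. With the filter of 1 TPM it was 6 higher and 7 lower. With 2 alternatives chosen after seeing the data it was 5 and 5 (genes of at least 200 nt) and 8 and 7 (voom on recovered reads). The counts were 7 and 5 with a pseudocount of 0.1, 7 and 3 without a fold change minimum and 6 and 3 with quantile normalization. They were 4 and 1 without a filter, 4 and 1 with the replicate block, and 0 and 0 with the compared groups alone.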

X-linked genes were expressed at similar levels in pESCs and ESCs (Fig. 2F), but more upregulated than downregulated genes were found in X-chromosomes from pESCs (Fig. 2G). 

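The 34 X-linked genes that Fig. 2H shows as upregulated in pESCs were higher in both pESC libraries than in both ESC libraries without exception. Their median log2 fold change was 0.82, with a range from 0.14 to 2.68. On the log2(TPM + 1) scale a gene under 1 TPM in both groups cannot reach 2-fold, whatever its ratio of TPM. The 0.14 was that of Prrg1, at 0.1332 TPM in pESCs and 0.02594 TPM in ESCs. Of the 34 genes, 5 were called, 12 after median centring, and 9 when adjusted over the list alone. This shows no stability because the list is the paper's own selection on these data. The 9 genes of germ cell development and meiosis among them had a median log2 fold change of 0.81, and 2 were called. For 1700013H16Rik, on the X chromosome from 53742901 to 53757831, the level was 24.2 ± 8.91 TPM (SD, n = 2) in pESCs and 3.02 ± 1.75 TPM in ESCs (log2 fold change 2.68, standard error 0.414, adjusted p = 0.04 from limma). Xlr3c, from 73254540 to 73265390, was at 11.1 ± 1.48 TPM in pESCs and 4.57 ± 0.608 TPM in ESCs (log2 fold change 1.12, standard error 0.153, adjusted p = 0.0288). Xlr3a had an adjusted p of 0.0472 with a log2 fold change of 0.91. For Xlr, Xlr3b, Xlr4a, Xlr4b, Xlr4c and Xlr5c the log2 fold changes lay between 0.58 and 0.81, with adjusted p-values from 0.0703 to 0.4. Members of the Xlr family share sequence, from 6.7% of the 100-base stretches of Xlr to 66.7% of those of Xlr5c, so reads of one member can be counted on another. The 4 tested genes that the figure shows as downregulated had a median log2 fold change of -0.98, and 0 were called, with 2 at an unadjusted p under 0.05 and a 2-fold change.

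**Figure D1:**
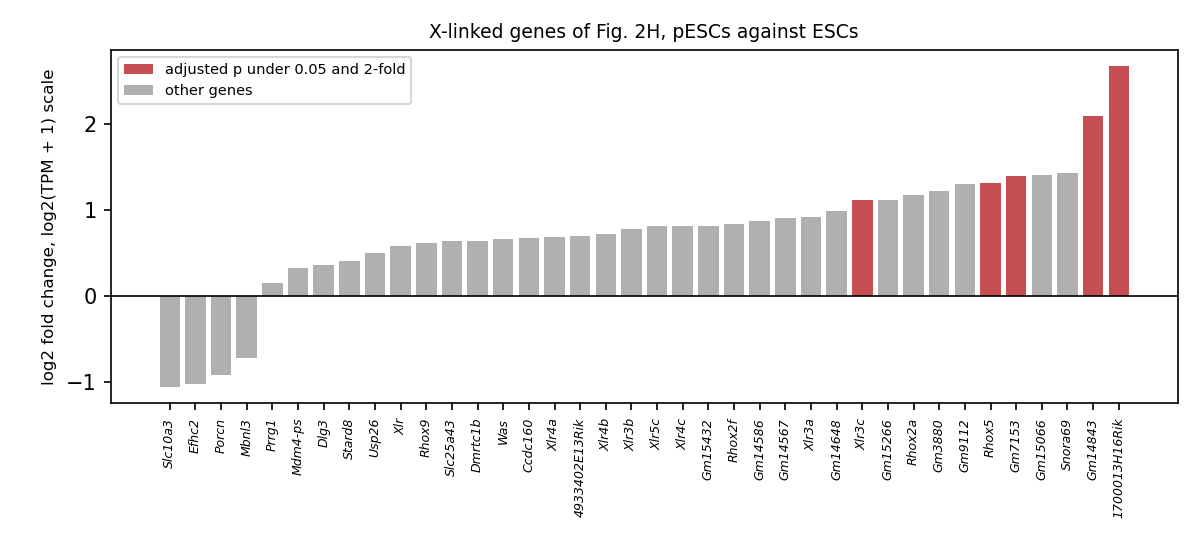
Log2 fold change of each X-linked gene of Fig. 2H between pESCs and ESCs (vertical axis, log2(TPM + 1) scale), one bar per gene, with genes called by limma in red and the others in grey. The 34 genes of the upregulated list lie between 0.14 and 2.68, and 5 of the 38 bars are red.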

Upregulated genes from pESCs were enriched for those involved in germ cell development and meiosis (e.g., *Xlr*, *Xlr3a*, *Xlr3b*, *Xlr3c*, *Xlr4a*, *Xlr4b*, *Xlr4c*, *Xlr5c*, *1700013H16Rik* etc.) (Fig. 2H). These results imply that both ESCs and pESCs have two active X chromosomes, but comparatively more X-linked genes are upregulated indicative of higher X chromosome activation in pESCs than in ESCs. 

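Xist, whose RNA coats the inactive X chromosome, lies on the X chromosome from 103460366 to 103483254. Its level was 0.214 ± 0.0247 TPM (SD, n = 2) in pESCs and 0.209 ± 0.116 TPM in ESCs (log2 fold change 0.01, adjusted p = 1 from limma), from 31 and 36 reads in the pESC libraries and 21 and 62 reads in the ESC libraries, with 10.7% of its 100-base stretches shared with other genes, Tsix above all. Tsix was at 0.424 ± 0.0441 TPM in pESCs and 0.574 ± 0.0294 TPM in ESCs (adjusted p = 0.982). From the similar level of X-linked genes in both lines, together with the larger number of upregulated than of downregulated genes on this chromosome in pESCs, the paper proposes that both X chromosomes are active in ESCs as in pESCs, and that X-chromosome activation is higher in pESCs.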

X chromosome re-activation represents important molecular criteria for naïve pluripotency of female ESCs (Huang et al. 2014; Pasque et al. 2014; Theunissen et al. 2016). Also, germ cells derived by differentiation of embryoid bodies (EBs) from pESCs exhibit higher expression of germ cell genes than those of ESCs (Liu et al. 2011).

**Figure 2:**
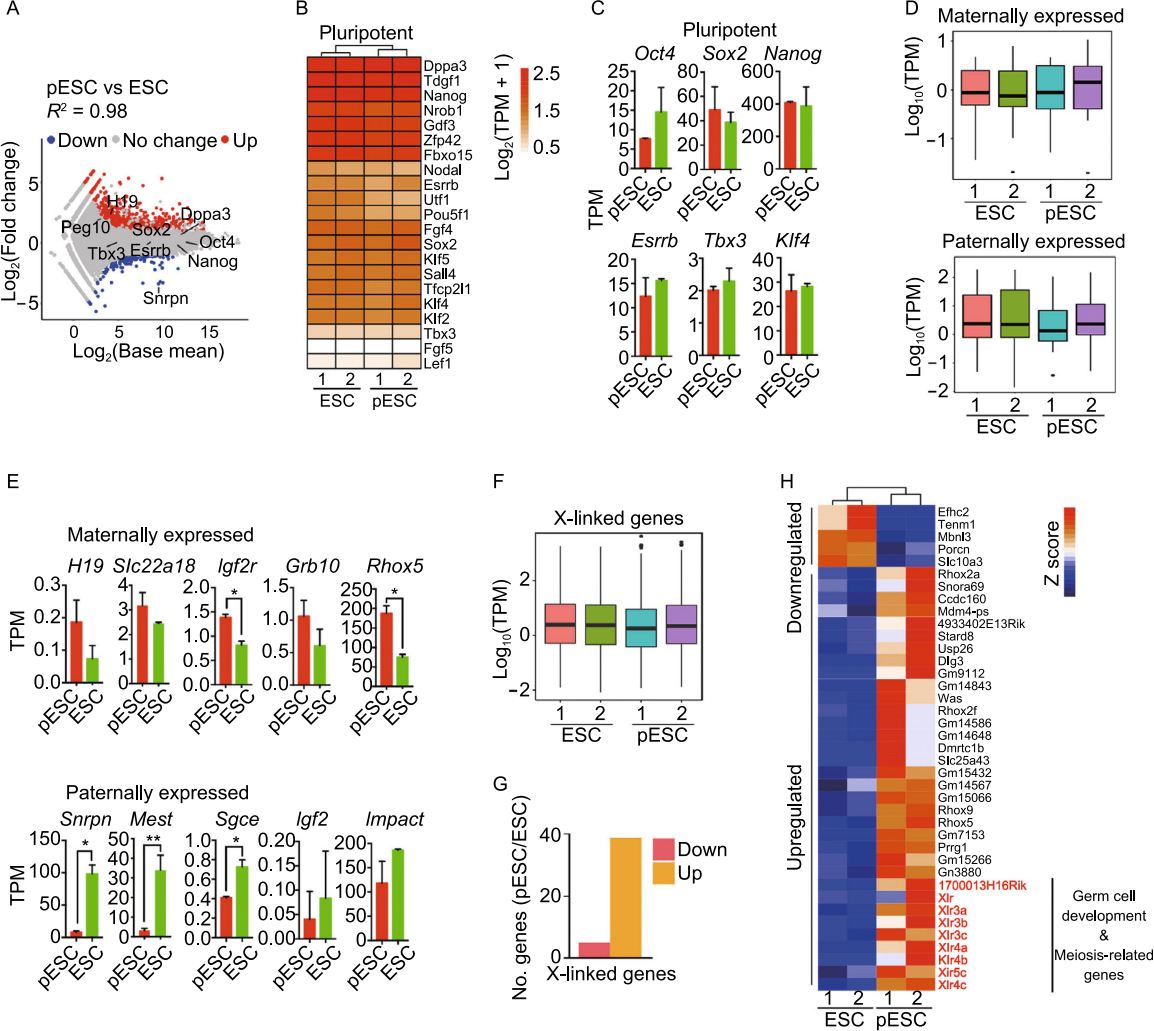
**Parthenogenetic ESCs (pESCs) maintain expression of maternal genes**. (A) Scatter-plots showing the differential gene expression profile between pESCs and ESCs. Two-fold changes (*P* < 0.05) are set as threshold. (B) Heatmap displaying similar expression profile of pluripotency genes between pESCs and ESCs. (C) Comparison of expression of representative pluripotency genes in pESCs and ESCs by RNA-seq. Data shown as mean ± SEM. (D) Box plot showing higher levels of maternally expressed genes but lower levels of paternally expressed genes in pESCs than in ESCs. (E) Expression of representative maternally and paternally expressed genes in pESCs and ESCs by RNA-seq. Data shown as mean ± SEM. (F) Box plot displaying expression profile of all X-linked genes in pESCs compared with that of ESCs. (G) More upregulated than downregulated X-linked genes in pESCs compared with ESCs. The threshold of differentially expressed genes (DEGs) is ≥ 2-fold (*P* < 0.05). (H) Typical upregulated and downregulated X-linked genes of pESCs compared with ESCs (≥ 2 fold change, *P* < 0.05). Genes in red, germ cell development or meiosis. All RNA-seq analysis represents two biological replicates

### Comparison of pESC-derived PGCLCs with embryonic PGCs at global transcriptional levels

To test the hypothesis that pESCs could provide a rich source of germ cell induction and functional oocytes, we induced PGCLCs from pESCs and compared them to PGCLCs from XX ESCs, following the protocol described previously for induction of PGCLCs from ESCs and iPSCs (Hayashi et al. 2012; Hayashi and Saitou 2013). PGCLCs derived from XX ESCs and pESCs also were compared to embryonic PGCs *in vivo*. pESCs and XX ESCs from the same inbred genetic background formed epiblast-like cells (EpiLCs) and PGCLCs (Fig. 3A) at similar efficiencies (8.12% ± 0.56% for pESC-PGCLCs and 6.50% ± 1.24% for ESC-PGCLCs) by FACS (SSEA1 and CD61 double positive cells indicative of PGCLCs) (Hayashi et al. 2012; Hikabe et al. 2016) (Fig. 3B). Absence of the antibodies served as negative control. pESCs from hybrid genetic background exhibited higher efficiency in the induction of PGCLCs (9.58% ± 0.54% in C57BL/6XC3HF1 pESCs and 10.53% ± 0.47% in C57BL/6X129F1 pESCs), compared to those of inbred pESCs (*P* < 0.05) (Fig. 3B). To understand the underlying molecular changes in the PGCLCs derived from pESCs, we performed RNA-seq analysis of these cells and compared them to those of ESCs and ESC-PGCLCs. 

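PGCLCs were induced from ESCs or pESCs through epiblast-like cells, and 2 libraries of each kind of PGCLC were sequenced. By the paper's methods epiblast-like cells formed over 46 h with 20 ng/mL activin A and 12 ng/mL bFGF, whereas the sample descriptions give 2 days with 2 ng/mL and 1 ng/mL. BMP4 at 500 ng/mL then induced PGCLCs over 4 days, together with LIF (1000 IU/mL), EGF (50 ng/mL) and SCF (100 ng/mL), and the cells were sorted by surface markers. The recovered reads on genes were 7716520 and 6797380 for ESC-PGCLCs (median 7256950) and 14854424 and 16754347 for pESC-PGCLCs (median 15804385). A gene of median length with 3 reads had 0.204 and 0.238 TPM in the ESC-PGCLC libraries and 0.114 and 0.103 TPM in the pESC-PGCLC libraries, so genes of low level were less well measured in ESC-PGCLCs. The 10 most abundant genes held from 16.8% of the TPM (pESC-PGCLC replicate 1) to 23.5% (ESC-PGCLC replicate 1). Both kinds of PGCLC were compared with each other and each with its stem cells. The labels give no batch or date.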

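Between pESC-PGCLCs and ESC-PGCLCs limma called 3651 genes, 2812 of them higher and 839 lower in pESC-PGCLCs. The count moved most without a fold change minimum, with 6496 genes. The split depended on the scaling, since the median log2 fold change of all genes was 0.12, and -0.29 after median centring, when 1460 genes were called higher and 1891 lower. With quantile normalization 1723 genes were higher and 1330 lower. With the replicate block 3666 genes were called, and the correlation of same-numbered deviations was 0.044. The genes that rose most, by the rule set for naming genes, were Mir7653 (log2 fold change 5.82), AY036118 (5.49), Mir704 (5.39), Gm42418 (4.70) and Gm49325 (4.59), and those that fell most were Gm27805 (-5.62), Gm10801 (-4.97), Gm28960 (-4.95), Mir3473b (-4.81) and Gm28441 (-4.75). The reads of AY036118 cannot be told from those of another gene, since 100% of its 100-base stretches are shared, as are 90.1% of those of Gm42418. Differentiation changed more genes. Between ESC-PGCLCs and ESCs 8122 genes were called, 4161 higher and 3961 lower, and between pESC-PGCLCs and pESCs 7535 genes, 5681 higher and 1854 lower. After median centring the latter were 2280 higher and 5010 lower, with the median of all genes at -0.51 in place of 0.22. The same-numbered deviations had correlations of 0.016 and 0.018 in these 2 comparisons. In a principal component analysis of the 8 cultured libraries, the first component held 69.7% of the variance, with stem cells from -96.4 to -83.6 and PGCLCs from 73.8 to 110.8. On the second component, with 17.6%, ESC-PGCLCs were at -52.5 and -60.5 and pESC-PGCLCs at 66.4 and 69.2. The stem cells had the opposite order on it, with ESCs at 19 and 9.7 and pESCs at -33.5 and -17.8.

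**Figure D2:**
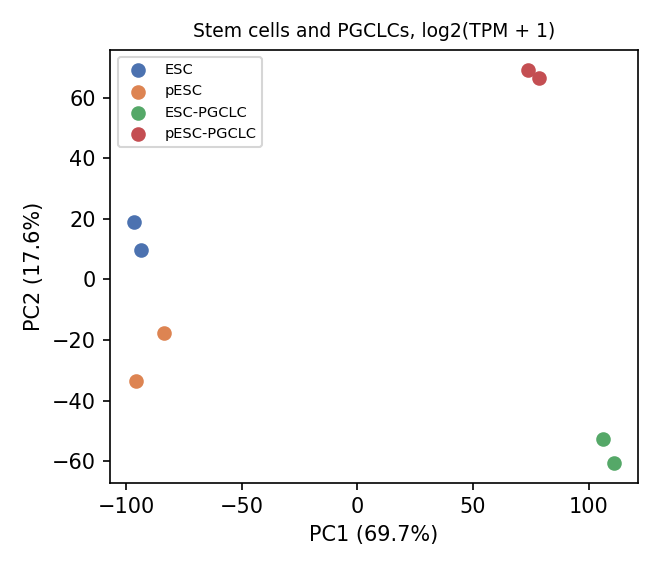
Principal component analysis of log2(TPM + 1) in the 8 libraries of cultured cells, with the first component (69.7% of the variance) on the horizontal axis, the second (17.6%) on the vertical axis and each point a library. Stem cells lie at the left and PGCLCs at the right. The 2 kinds of PGCLC are apart on the second component, in the order opposite to that of their stem cells.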

Broadly, transcriptome profile between pESC-PGCLCs and ESC-PGCLCs was similar, yet some differences were found (Fig. S2A and S2B). pESCs/ESCs and their respective PGCLCs were readily distinguishable at genome-wide level (Fig. S2B–D), consistent with previous findings (Zhou et al. 2016). Compared with those of pESCs or ESCs by KEGG analysis, most upregulated genes in pESC-PGCLCs and ESC-PGCLCs were enriched in signaling pathways regulating pluripotent stem cells (PSC), TGF-β and Wnt (Fig. S2D and S2E) (Ohinata et al. 2009; Zhou et al. 2016). 

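Curated lists of genes of these pathways stood for the KEGG pathways, whose members were not used here. The 69 tested genes of pluripotency signaling had a median log2 fold change of 0.71 (SD 0.049 over pairs of libraries) between ESC-PGCLCs and ESCs, with 49 higher and 20 lower (adjusted p = 0.00224 from camera, and 0.00182 with the replicate block), and of 1.03 (SD 0.18) between pESC-PGCLCs and pESCs, with 55 higher and 14 lower (adjusted p = 0.0069, and 0.00651 with the block). For 50 genes of TGF-β signaling the medians were 0.41 (SD 0.02, 38 higher, adjusted p = 0.029) and 0.86 (SD 0.048, 40 higher, adjusted p = 0.0082) in the same order, with 0.0282 and 0.00958 for the block. For 50 genes of Wnt signaling they were 0.77 (SD 0.093, 35 higher, adjusted p = 0.00229) and 1.07 (SD 0.097, 40 higher, adjusted p = 0.0054), with 0.00275 and 0.00651 for the block. All 6 medians were larger than the spread between libraries. After median centring the pESC-PGCLC medians were 0.30, 0.13 and 0.34 for pluripotency, TGF-β and Wnt signaling, above the median of all genes.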

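The curated germ cell genes had a median log2 fold change of 2.04 (SD 0.027 over pairs of libraries) between ESC-PGCLCs and ESCs, with 29 higher and 6 lower (adjusted p = 3.08e-08 from camera, and 4.59e-08 with the replicate block), and of 2.15 (SD 0.094) between pESC-PGCLCs and pESCs, with 33 higher and 4 lower (adjusted p = 3.71e-08, and 6.59e-08 with the block). The meiosis genes had medians of 2.13 (SD 0.109, 38 higher and 5 lower, adjusted p = 1.79e-11, block 3.31e-11) and 2.25 (SD 0.129, 41 higher and 2 lower, adjusted p = 1.74e-12, block 4.66e-12). By limma, 28 meiosis genes were called higher and 1 lower in ESC-PGCLCs, and 33 higher and 0 lower in pESC-PGCLCs, with 29 and 33 called when adjusted over the list alone. Among the genes that rose most were Tex12, on chromosome 9 from 50556819 to 50561325, at 485.9 ± 50.5 TPM (SD, n = 2) in ESC-PGCLCs and 1.76 ± 0.382 TPM in ESCs (log2 fold change 7.47), and Smc1b, on chromosome 15 from 85064689 to 85131964, at 216.7 ± 19.3 and 0.717 ± 0.103 TPM (log2 fold change 6.99). In pESC-PGCLCs they were at 289.1 ± 48.6 and 166.6 ± 4.79 TPM, against 2.14 ± 0.0208 and 1.46 ± 0.675 TPM in pESCs.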

By GO analysis, the processes of reproductive system development and meiotic cell cycle were activated in both pESC- and ESC-PGCLCs (Fig. S2D and S2F). Global gene expression was comparable among pESC-PGCLCs, ESC-PGCLCs, and E12.5 PGCs. The correlation coefficient (*R*^2^) between pESC-PGCLCs and ESC-PGCLCs was 0.70 (Fig. S2G).

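The square of Pearson's r across genes between the mean log2 values of pESC-PGCLCs and ESC-PGCLCs was 0.883, and between single libraries of the 2 groups it lay between 0.855 and 0.879 (SD 0.0106). Between replicates it was 0.973 for pESC-PGCLCs and 0.954 for ESC-PGCLCs, so single libraries of the 2 groups were further apart than replicates. On linear TPM it was 0.682, the alternative that moved it most, and with Spearman's rho in place of Pearson's r it was 0.778. Across the same genes it was 0.670 between ESCs and ESC-PGCLCs and 0.759 between pESCs and pESC-PGCLCs. With the stem cells of the other line it was slightly higher, 0.695 between pESCs and ESC-PGCLCs and 0.772 between ESCs and pESC-PGCLCs.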

**Figure 3:**
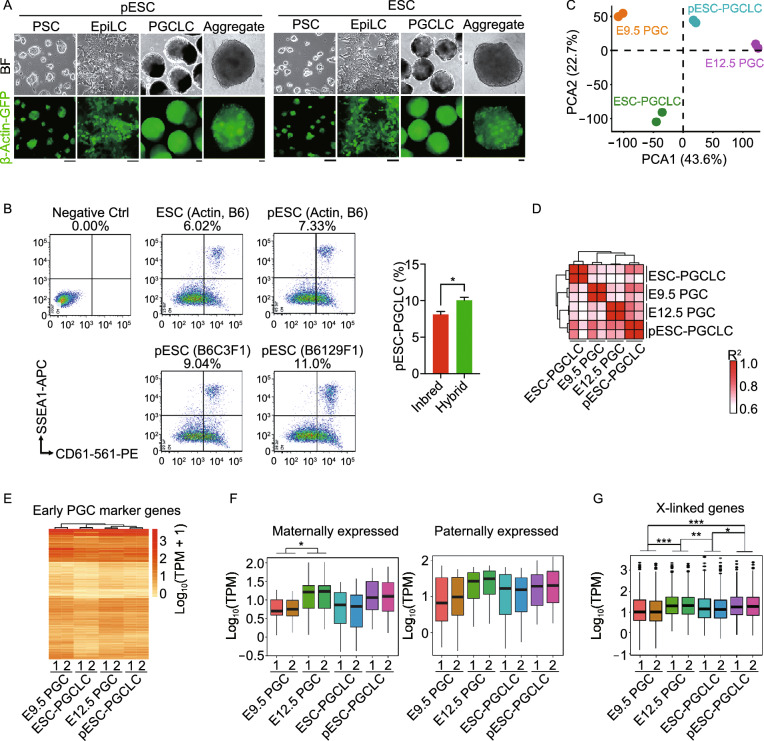
**Comparison of pESC-PGCLCs and PGCs in vivo at global transcription levels and in imprinting**. (A) Epiblast-like cells (EpiLCs) and PGCLCs induced from pESCs or ESCs bearing Actin-GFP, and aggregates of PGCLCs with E12.5 gonad somatic cells sorted from albino ICR mice for one day. Scale bar = 50 μm. (B) Representative PGCLCs induction (left) from pESCs or ESCs from Actin-GFP C57BL/6 mice, or pESCs from hybrid mice (C57BL/6XC3HF1 or C57BL/6X129F1) by FACS, and statistics (right) of PGCLCs induction efficiency from inbred (Actin, B6) and hybrid pESCs. Three replicates for inbred ESCs and pESCs and two replicates for hybrid pESCs. SSEA1 and CD61 double-positive cells represent PGCLCs. Absence of the antibody served as negative control. (C) PCA analysis by RNA-seq of E9.5 PGCs, E12.5 PGCs and pESC- or ESC-PGCLCs. (D) Pearson’s correlation coefficient (*R*^2^) graph of E9.5 PGCs, E12.5 PGCs, pESC-PGCLCs and ESC-PGCLCs. The value of 1.0 represents perfect positive correlation and 0 represents no correlation between the two samples. (E) Heatmap showing the expression profile of early PGC marker genes in E9.5 PGCs, E12.5 PGCs, ESC-PGCLCs and pESC-PGCLCs. Gene expression level is shown as log_10_(TPM + 1). (F) Box plot displaying expression profile of maternal and paternal genes in E9.5 PGCs, E12.5 PGCs, and pESC- or ESC-PGCLCs. (G) Box plot displaying expression profile of X chromosome-linked genes in E9.5 PGCs, E12.5 PGCs, and pESC- or ESC-PGCLCs. Data shown as Mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. All RNA-seq analysis represents two biological replicates

We further compared the transcriptome of pESC- or ESC-PGCLCs to that of E9.5 and E12.5 PGCs *in vivo* by PCA and clustering analysis. The global transcriptional profile of each sample can be clearly defined and separated (Fig. 3C and 3D). Based on the current induction methods, PGCLCs generated from ESCs or iPSCs resemble PGCs in their increased expression of early germ cell marker genes (Hayashi et al. 2012; Ohta et al. 2017; Hackett et al. 2018). 

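A curated list of early PGC marker genes stood for the published list, whose members were not used here. The 26 tested genes had a median log2 fold change of 0.16 (SD 0.09 over pairs of libraries) between pESC-PGCLCs and ESC-PGCLCs, with 15 higher and 11 lower (adjusted p = 0.598 from camera, and 0.575 with the replicate block). The direction turned with quantile normalization (-0.10) and with median centring (-0.25). Over the 27 genes of the list that are in the table, the mean log2 value was 4.93 and 4.94 in the ESC-PGCLC libraries and 5.31 and 5.33 in the pESC-PGCLC libraries. By limma, 6 of the tested genes were called higher and 1 lower in pESC-PGCLCs, with 8 called when adjusted over the list alone. The gene called lower, singled out after its value was seen, was Sox2, at 26.8 ± 4.06 TPM (SD, n = 2) in pESC-PGCLCs and 103.9 ± 9.32 TPM in ESC-PGCLCs (log2 fold change -1.92, adjusted p = 0.00188). Pou5f1, among the higher genes, was at 2.93 ± 0.0662 TPM in pESC-PGCLCs and had 4 and 0 reads in the ESC-PGCLC libraries.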

Notably, the early PGC marker gene expression pattern, based on the published gene list (Miyauchi et al. 2017), was similar among pESC-PGCLCs, ESC-PGCLCs, and E9.5 and E12.5 PGCs (Fig. 3E).

### DNA methylation in pESCs and ESCs as well as in PGCLCs derived from pESCs or ESCs and PGCs *in vivo*

An important aspect of germ cell development is erasure of genomic imprints in PGCs. Erasure of imprints begins in migrating PGCs and is essential for forming functional germ cells (Seisenberger et al. 2012; Kagiwada et al. 2013; Miyoshi et al. 2016). Differences in DNA methylation between maternal and paternal alleles of imprinted genes are laid down in a sex specific manner in male and female gametes (Davis et al. 2000; Lucifero et al. 2002). For instance, PGCs undergo demethylation in *Igf2r* and *H19* genes (Geijsen et al. 2004). We analyzed expression profiles of imprinted genes in pESC- and ESC-PGCLCs and compared them to E9.5 and E12.5 PGCs. Overall expression levels of maternal and paternal genes did not differ significantly between pESC-PGCLCs and ESC-PGCLCs (Fig. 3F). These results demonstrate that imprinted genes are increasingly expressed during differentiation of PSCs into PGCLCs, corroborating significant demethylation during PGC development, as reported previously (Miyoshi et al. 2016; Meyenn et al. 2016).

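The maternally expressed genes had a median log2 fold change of 0.32 (SD 0.057 over pairs of libraries) between pESC-PGCLCs and ESC-PGCLCs, against 0.12 for all other genes, with 8 higher and 2 lower (adjusted p = 0.203 from camera, and 0.248 with the replicate block). After median centring it was -0.09, and with the curated list 0.42 (adjusted p = 0.0268). The paternally expressed genes had a median of 0.41 (SD 0.083), with 15 higher and 6 lower (adjusted p = 0.049, and 0.0586 with the block), and this p was above 0.05 under 7 of the 8 alternatives run. Among the genes with a TPM above 0, the median log10(TPM) of the maternally expressed genes was 0.857 and 0.88 in the ESC-PGCLC libraries and 0.904 and 0.934 in the pESC-PGCLC libraries, and that of the paternally expressed genes 1.13 and 1.14 in ESC-PGCLCs and 1.12 and 1.14 in pESC-PGCLCs. Single genes differed by more than the replicates did. By limma, 2 genes of the maternal list and 4 of the paternal list were called, all higher in pESC-PGCLCs. As many were called when adjusted over each list alone. Snrpn was at 99.8 ± 7.07 TPM (SD, n = 2) in pESC-PGCLCs and 12.52 ± 2.26 TPM in ESC-PGCLCs (log2 fold change 2.91, standard error 0.213, adjusted p = 0.000165). H19 was at 33.7 ± 3.69 and 6.74 ± 1.2 TPM (log2 fold change 2.17), Slc22a18 at 35.5 ± 1.3 and 9.09 ± 0.434 TPM (1.86), Igf2 at 9.59 ± 0.648 and 1.87 ± 0.158 TPM (1.88) and Sgce at 2.09 ± 0.106 and 0.172 ± 0.177 TPM (1.41), the last from 15 and 2 reads in the ESC-PGCLC libraries. The remaining called gene was Blcap (1.54), singled out after its value was seen. Mest was at 28.9 ± 0.104 and 16.5 ± 0.435 TPM (log2 fold change 0.77, adjusted p = 0.0293) and Igf2r at 8.30 ± 0.41 and 14.1 ± 0.882 TPM (log2 fold change -0.69, adjusted p = 0.0188), both under 2-fold.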

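Against their stem cells, the maternally expressed genes rose by a median of 1.66 (SD 0.103 over pairs of libraries) on the log2 scale in ESC-PGCLCs and of 1.74 (SD 0.214) in pESC-PGCLCs, with 9 higher and 1 lower in both (adjusted p = 0.00168 from camera for each, and 0.00182 with the replicate block). With the curated list the median in ESC-PGCLCs was 0.34 (adjusted p = 0.181). The paternally expressed genes rose by a median of 1.13 (SD 0.135) in pESC-PGCLCs, with 18 higher and 3 lower (adjusted p = 0.0054, and 0.00651 with the block). In ESC-PGCLCs their median was 0.12 (SD 0.061), with 13 higher and 8 lower (adjusted p = 0.476, and 0.493 with the block), close to the 0.05 of all other genes. After median centring the paternal medians were 0.40 in pESC-PGCLCs, with 12 higher and 9 lower (adjusted p = 0.000673), and 0.14 in ESC-PGCLCs, with 14 higher and 7 lower (adjusted p = 0.383). Rhox5 rose by 3.603 in ESC-PGCLCs and by 2.93 in pESC-PGCLCs, and Igf2r by 3.05 and 1.96. Snrpn and Mest moved in opposite directions, with log2 fold changes of -2.88 and -1.17 in ESC-PGCLCs and of 3.48 and 2.93 in pESC-PGCLCs. Impact fell by 1.94 in ESC-PGCLCs, while its change of -0.72 in pESC-PGCLCs was within the spread between replicates. From the profiles of imprinted genes in both kinds of PGCLC beside those in PGCs, the paper concludes that imprinted genes are increasingly expressed as PSCs differentiate into PGCLCs, and relates this to the demethylation of developing PGCs.

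**Figure D3:**
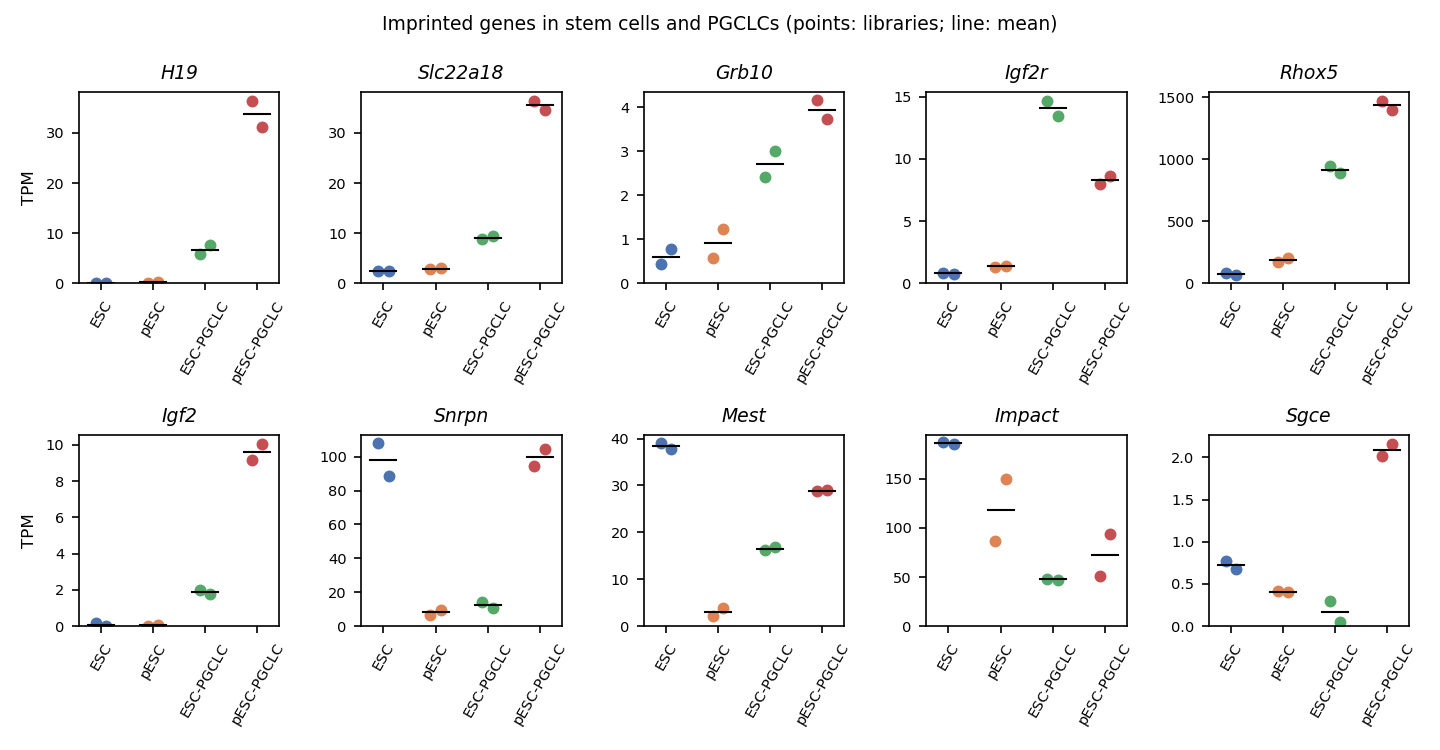
TPM of imprinted genes the paper names (vertical axis of each panel) in ESCs, pESCs, ESC-PGCLCs and pESC-PGCLCs, with each point a library and each line the mean of a group. Snrpn is at 88.4 and 107.9 TPM in the ESC libraries and at 10.9 and 14.1 TPM in the ESC-PGCLC libraries.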

X chromosomes gradually reactivate in PGCs from E9.5 to E12.5 (S. M. Chuva de Sousa Lopes et al. 2008; Seisenberger et al. 2012). In line with this, expression levels of X-linked genes in E9.5 PGCs appeared to be lower than those of E12.5 PGCs as well as of pESC-PGCLCs or ESC-PGCLCs (Fig. 3G). These data indicate that PGCLCs differentiated from pESCs or ESCs exhibit similar high rates of X-chromosome activation, resembling E12.5 PGCs.

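The 1084 tested X-linked genes had a median log2 fold change of 0.09 (SD 0.026 over pairs of libraries) between pESC-PGCLCs and ESC-PGCLCs, against 0.12 for the other genes, with 633 higher and 402 lower (adjusted p = 0.546 from camera, and 0.543 with the replicate block). The direction turned with quantile normalization (-0.02) and with median centring (-0.32), which took the median of all genes to -0.29. By limma, 124 X-linked genes were called, 90 of them higher in pESC-PGCLCs. Over the X-linked genes with a TPM above 0, the median log10(TPM) was 0.356 and 0.442 in the ESC-PGCLC libraries and 0.398 and 0.405 in the pESC-PGCLC libraries, so the groups overlapped. Xist was at 0.784 ± 0.119 TPM (SD, n = 2) in ESC-PGCLCs, from 74 and 51 reads, and at 1.61 ± 0.413 TPM in pESC-PGCLCs, from 291 and 223 reads (log2 fold change 0.54, adjusted p = 0.14).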

Also, we compared DNA methylation profile of pESCs and ESCs by reduced representation bisulfite sequencing (RRBS). Genome-wide DNA methylation profile revealed very similar DNA methylation landscapes between pESCs and ESCs (Fig. S3A and S3B). Furthermore, we explored the DNA methylation profiles of X chromosomes and imprinted genes. The overall DNA methylation levels on X chromosomes in pESCs resembled that of XX ESCs (Fig. S3C). Parental imprinting is a heritable epigenetic mechanism resulting in parent-specific monoallelic expression of a subset of genes. DNA methylation levels of maternally expressed (paternally imprinted) genes did not differ between pESCs and ESCs, but DNA methylation levels of paternally expressed (maternally imprinted) genes (e.g., *Snrpn*, *Impact*, *Mest*, and *Sgce*) were higher in pESCs than in ESCs (Fig. S3D and S3E). Higher methylation of some maternally imprinted genes in pESCs mirrors their decreased expression levels (Figs. 2E and S3E).

After we established the similarly high quality of those pES cell lines and were confident about their germline capacity by chimera production assay, we focused on directed differentiation *in vitro* of PGCLCs from pESCs or ESCs, and compared the methylome of PGCLCs from pESCs or ESCs with that of *in vivo* E9.5 or E12.5 PGCs. ESC-PGCLCs, pESC-PGCLCs, E9.5 PGCs and E12.5 PGCs *in vivo* exhibited strikingly similar global methylation patterns (*R*^2^ > 0.90) (Fig. 4A). Global methylation levels of naive ESCs/pESCs generally were similar to those of PGCs *in vivo* (Fig. S4A and S4B)*,* like previous reports, although EpiLCs displayed notably higher methylation levels (Meyenn et al. 2016; Shirane et al. 2016). We did not measure the methylation levels of EpiLCs during PGCLC induction. The methylation levels in different regions of the genome, including GCI, promoter, Utr5, Exon, etc., were lower in E12.5 PGCs, pESC-PGCLCs and ESC-PGCLCs than in E9.5 PGCs (Figs. 4B, S4A and S4B). Also, global methylation levels of gene body regions (± 2 kb, including TSS and TES) were lower in E12.5 PGCs, pESC-PGCLCs and ESC-PGCLCs than in E9.5 PGCs (Fig. 4C). These data demonstrate that despite heterogeneity of cell lines, PGCLCs induced from PSCs generally mimic PGCs *in vivo* (Hajkova et al. 2002; Seisenberger et al. 2012), also consistent with previous findings of methylome dynamics of PGCLC induction from PSCs (Meyenn et al. 2016; Shirane et al. 2016).

**Figure 4:**
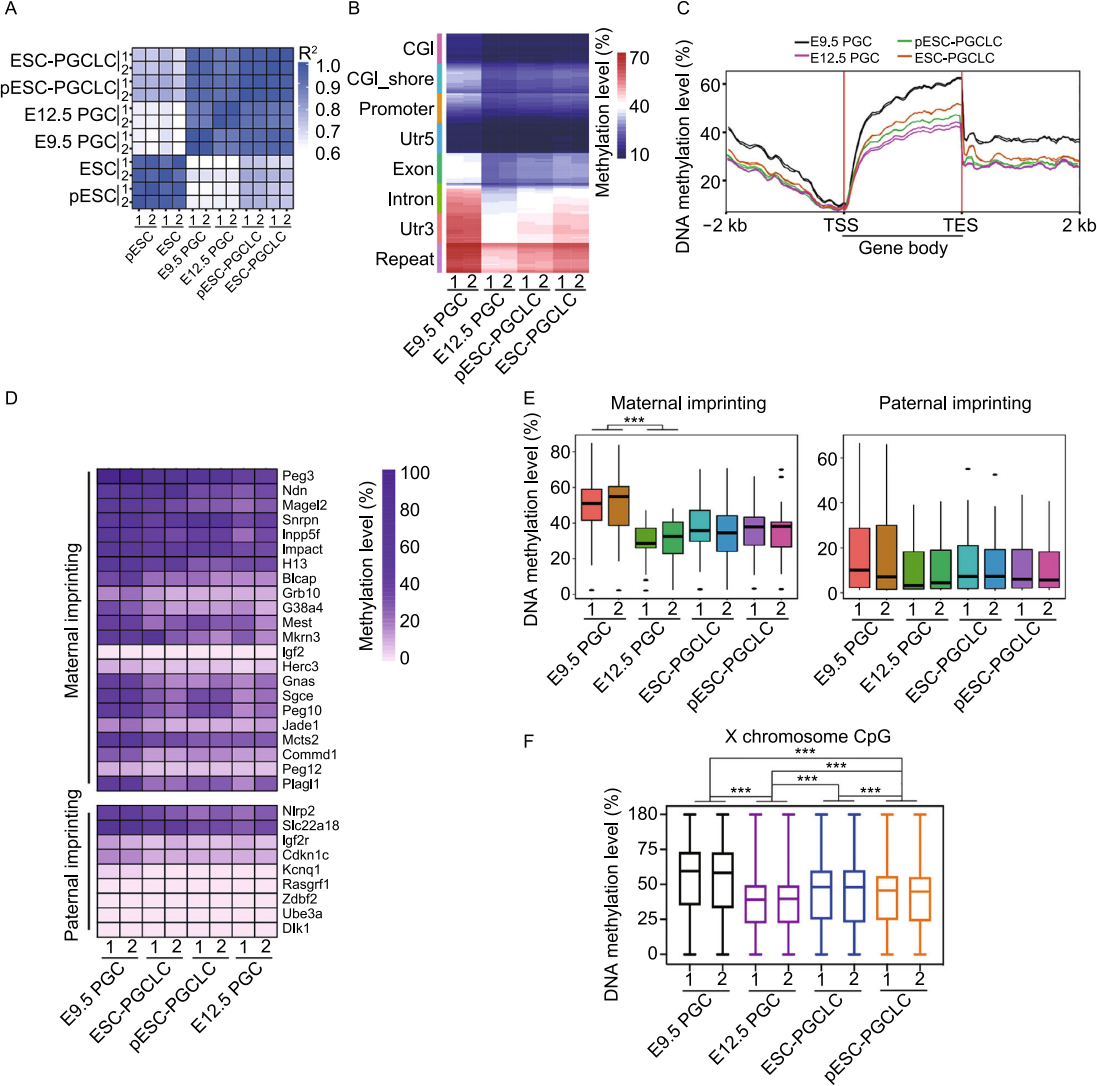
**Comparison of pESC-PGCLCs and PGCs at DNA methylation levels**. (A) Correlation factors of genome-wide DNA methylation levels in E9.5 PGCs, E12.5 PGCs, ESC-PGCLCs and pESC-PGCLCs as well as ESCs and pESCs. (B) Heatmap showing genome-wide DNA methylation levels at different gene regions of E9.5 PGCs, E12.5 PGCs, ESC-PGCLCs and pESC-PGCLCs. (C) Genome-wide DNA methylation level in gene body regions including up- and down-stream 2 kb of gene body. (D) Methylation level of maternal and paternal imprinting genes in pESC-PGCLCs, ESC-PGCLCs, E9.5 PGCs and E12.5 PGCs. Methylation counts are provided in Table S1. (E) Box plot showing DNA methylation levels of maternal and paternal imprinting in pESC-PGCLCs, ESC-PGCLCs, E9.5 PGCs and E12.5 PGCs. (F) Box plot showing global DNA methylation levels of X chromosomes in pESC-PGCLCs, ESC-PGCLCs, E9.5 PGCs and E12.5 PGCs. Data shown as mean ± SEM. *P < 0.05, **P < 0.01; ***P < 0.001. RRBS analysis represents two biological replicates

Methylation also regulates expression of imprinted genes in germ cells (Reik et al. 2001). The transcriptional profile of PGCs is tightly controlled, despite global hypomethylation, and sequences that carry long-term epigenetic memory (imprints, CpG islands on the X chromosome, and germline-specific genes) become demethylated in late PGCs (Seisenberger et al. 2012; SanMiguel and Bartolomei 2018). DNA methylation levels of most imprinted genes in E9.5 PGCs exceeded those of E12.5 PGCs as well as of pESC- and ESC-PGCLCs (Fig. 4D and 4E; Table S1), implying that loss of imprinting takes place during PGC development (Meyenn et al. 2016). DNA methylation levels of maternally and paternally imprinted genes in pESC-PGCLCs broadly were similar to those of ESC-PGCLCs and also PGCs *in vivo* (Fig. 4D and 4E; Table S1). Moreover, overall DNA methylation levels on X chromosomes in E12.5 PGCs were lower than those of E9.5 PGCs (Fig. 4F). Indeed, the majority of PGCs entering the genital ridge at E10.5–13.5 days reactivate their X chromosomes (Tam et al. 1994). The overall methylation levels of X chromosomes in pESC-PGCLCs turned to be more similar to those of ESC-PGCLCs and E12.5 PGCs than of E9.5 PGCs (Fig. 4F). These results suggest that the genome of pESC-PGCLCs is relatively hypomethylated, with two active X chromosomes.

### Oocytes regenerated from pESCs produce fertile offspring

Moreover, we tested whether PGCLCs, differentiated from pESCs, can produce developmentally competent oocytes. Meiosis and oocyte growth were induced by aggregation of PGCLCs with fetal E12.5 gonadal somatic cells, including pre-granulosa cells, followed by transplantation of the aggregates into the kidney capsule, to form reconstituted ovaries (Shen et al. 2006; Qing et al. 2008). Rock inhibitor and Vitamin C were supplemented in the aggregation medium to improve follicular development of PGCLCs aggregated with fetal gonadal somatic cells (Tian et al. 2019). To evaluate meiotic progression of PGCLCs derived from pESCs, we analyzed homologous chromosome pairing and synapsis, by immunofluorescence microscopy of SCP1/3 elements, and recombination by MLH1, key events of meiotic prophase I (Handel et al. 2014). SCP1 and SCP3 together form an evolutionarily conserved protein structure, the synaptonemal complex (SC), located along the paired meiotic chromosomes, which plays an important role in meiosis (Yuan et al. 2000). MLH1 is a mismatch repair gene involved in meiotic crossing over and recombination (Baker et al. 1996; Edelmann et al. 1996). Aggregates were treated with 3 μmol/L retinoic acid (RA) for one day, then transplanted into kidney capsules of oophorectomized females for five days, to facilitate PGCLCs entry into meiosis, similar to meiocytes of E16.5–E17.5 female gonads. PGCLCs aggregated with E12.5 gonad somatic cells differentiated into meiocytes with discernible SCP3 elements, which indicate homologous pairing. In contrast, pseudo-aggregates formed from only E12.5 gonad somatic cells as negative controls, displayed only background staining of some green spots but no distinct SCP3 lateral elements (Fig. S5A). SCP1/3 stained the axial elements of synaptonemal complexes at leptotene, zygotene, pachytene, and diplotene stages of prophase I, similar to that observed in ESC-PGCLCs (Figs. 5A and S5B). MLH1 foci appeared at crossover sites, with a frequency similar to E17.5 meiocytes and PGCLCs differentiated from ESCs (Fig. 5B). Hence, PGCLCs derived from pESCs can undergo normal homologous pairing and recombination during meiotic progression.

**Figure 5:**
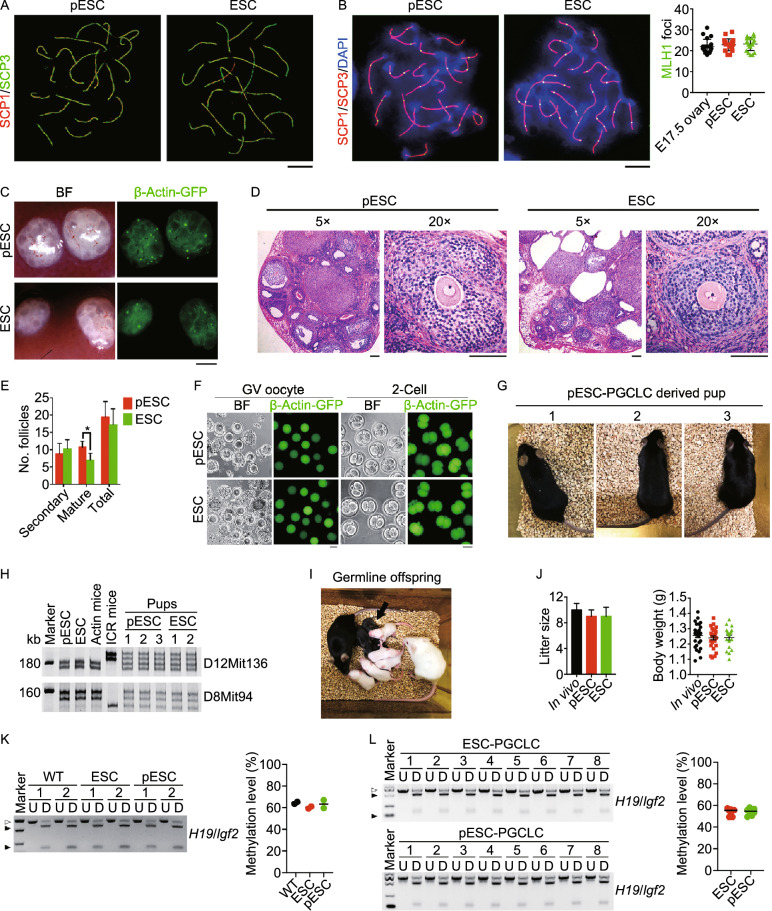
**Fertile mice produced from oocytes of pESCs**. (A) Normal synaptonemal complex in pESC-and ESC-derived meiocytes 5 days following transplantation of the PGCLCs aggregates based on pachytene spread by super high-resolution microscopy (SIM). Scale bar = 5 μm. (B) Statistics of MLH1 foci per cell at pachytene stage in meiocytes derived from pESC- or ESC-PGCLCs. Scale bar = 5 μm. (C) Morphology and Actin-GFP expression of reconstituted ovaries. Scale bar = 1 mm. (D) Folliculogenesis of pESC- and ESC-derived reconstituted ovaries by H&E staining. Scale bar = 100 μm. (E) Follicle count of pESC- and ESC-reconstituted ovaries 28 days following transplantation of the aggregates into kidney capsule. Data shown as Mean ± SEM (*n* = 4). *P < 0.05. (F) GV oocytes isolated from pESC- and ESC-reconstituted ovaries, and 2-cell embryos after IVM and IVF. Scale bar = 50 μm. (G) Healthy adult mouse produced from pESC-PGCLCs derived oocytes following IVM and IVF. (H) Genotyping analysis of the pups by microsatellite primers D8mit94 and D12Mit136. DNA was isolated from tail tip tissues. (I) Offspring of pESC-PGCLCs derived mice by mating with albino ICR mice. (J) Similar litter size and body weight of pups produced from oocytes of pESCs and ESCs in comparison with those of wild-type (/*in vivo*) mice served as a control. (K) Combined bisulfite restriction analysis (COBRA) of typical imprints *H19*/*Igf2* of tail tissue from ESC- and pESC-PGCLC derived mice (*n* = 2). Wild-type (WT) mice from normal breeding at the same background served as control. PCR products were either digested (D) or undigested (U) with the respective enzyme. The digested and undigested fragments are indicated by black and white triangles, respectively. Right panel, Methylation level analysis of COBRA by Image J. (L) COBRA of typical imprints *H19*/*Igf2* of the tail tissue from the offspring derived from ESC- and pESC-PGCLC derived mice (*n* = 8). Right panel, Methylation level analysis of COBRA by Image J (*n* = 8)

To further validate the germ cell identity of PGCLCs originating from pESCs, transplantation of aggregated PGCLCs into kidney capsules for 4 days revealed Actin-GFP fluorescence co-localized with cytoplasmic Dazl staining, typical germ cell marker (Fig. S6A). Twenty-eight days after transplantation of aggregates, Actin-GFP fluorescence within follicles was visible in reconstituted ovaries (Fig. 5C). Developing and mature follicles with germinal vesicle (GV) oocytes were observed in sections stained by H&E (Fig. 5D). Immunofluorescence staining of oocytes for Vasa, Dazl and GFP, and granulosa cells for Foxl2 and Gata4 further confirmed the cellular identify of reconstituted ovaries (Fig. S6B). The number of total follicles did not differ between reconstituted ovaries formed from pESC- or ESC-PGCLCs, but reconstituted ovaries from pESC-PGCLCs had more mature follicles than did ESC-PGCLCs (Fig. 5E).

We analyzed the function of reconstituted ovaries by measuring endocrine activity, including serum levels of follicle-stimulating hormone (FSH), estradiol (E2) and anti-Mullerian hormone (AMH) in the recipient NOD-SCID mice. The bilaterally oophorectomized (OE) mice, without receiving the ovarian grafts, served as negative controls. Serum FSH levels were reduced and E2 and AMH levels increased markedly in the OE recipients receiving the reconstituted ovarian grafts (Fig. S6C), indicating that PGCLCs derived from pESCs, following aggregation with fetal gonadal somatic cells, develop into functional follicles in reconstituted ovaries with capacity to restore the hormone production and secretion. Because the germ cells and accompanied somatic cells interact and both are essential for follicle development (Buccione et al. 1990), both germ cells and somatic cells contributed to the endocrine function. Hence, the follicles of the reconstituted ovaries from germ cell-like cells differentiated from pESCs recovered the endocrine functions of ovariectomized mice, providing further evidence of the functionality of the germ-cell like cells and the derived-oocytes.

Furthermore, to test whether oocytes generated from pESCs can produce fertile pups, we mechanically dissected GV oocytes from follicles in reconstituted ovaries and performed *in vitro* maturation (IVM) and *in vitro* fertilization (IVF). PGCLCs-derived oocytes were able to reach MII stage, fertilize, and cleave to two-cell embryos (Fig. 5F). Efficiency of cleavage to two-cells after IVM and IVF of pESC-PGCLCs-derived GV oocytes was 35.4% (64 two-cell embryos developed from IVM and fertilization of 181 GV oocytes), an efficiency comparable to that of ESC-PGCLCs (52 two-cell embryos from 147 GV oocytes) (Table S2). Three live pups were obtained following transfer of 64 two-cell embryos developed from oocytes of pESC-PGCLCs (Fig. 5G). The efficiency of embryo development to term from pESC-PGCLCs approximated half of PGCs *in vivo* which we recently reported using the same aggregation and transplantation methods (Sheng et al. 2019) (also, Table S2). The origin of offspring from PGCLCs was further validated by strain-specific microsatellite marker assays of donor and recipient mice (Fig. 5H). All mice survived and grew to healthy adulthood. Fertility and germline competence were normal in these animals (Fig. 5I). Litter size and body weight of offspring generated from oocytes of pESC-PGCLC-derived mice did not differ from those produced by *in vivo*, natural breeding, or from ESC-PGCLC-derived mice (Fig. 5J). Tissue samples such as heart, liver, spleen and gonad obtained from ESC- and pESC-PGCLC derived mice as well as the gonad from the offspring derived from ESC- and pESC-PGCLC derived mice expressed GFP fluorescence (Fig. S7A–C), further validating the origin of mice produced from donor ESCs/pESCs and their derived oocytes.

We also compared the imprinting status of mice produced from PGCLCs to that of normally bred mice. Methylation levels of the familiar imprinted genes, *H19*/*Igf2*, *Snrpn*, *Igf2r*, *Dlk1*/*Gtl2* and *Mest*, in PGCLC-derived mice and the gene expression levels did not differ from those of naturally bred, wild-type mice (Figs. 5K and S8A–C). Moreover, methylation levels of imprinted genes were comparable among second-generation pups (pups generated form PGCLC-derived mice after breeding) of pESC-PGCLCs and ESC-PGCLCs and normally bred mice (Figs. 5L, S8D and S8E). Together, PGCLCs differentiated from pESCs develop into fully functional oocytes and produce healthy, fertile offspring.

## DISCUSSION

We show that differentiation of the pESCs derived from parthenogenetically activated oocytes provides an unlimited source of developmentally competent oocytes, capable of producing fertile mice. Transcriptome, methylome, and imprinting patterns of pESC-derived PGCLCs closely resemble those of ESC-derived PGCLCs as well as *in vivo* produced PGCs.

Efficiency of generating pESCs from activated oocytes with strontium varies among mouse strains, ranging from about 20% in inbred strains (e.g., C57BL/6), comparable to derivation of inbred ESCs (Nagy et al. 1993; Eggan et al. 2001), to about 30% in hybrid strains. On the inbred C57BL/6 background, germline-competent pESC lines were obtained with stable XX chromosomes (Fig. S1B) from an average of one out of 16 oocytes. After expansion in culture for 10 passages, such one cell line could produce 2.4 × 10^6^ GV oocytes (Table S3). Recently, PGCLCs were successfully expanded *in vitro* to elevate their numbers (Ohta et al. 2017). BMP and retinoic acid synergistically induce PGCLCs derived from ESCs into fetal primary oocytes (Miyauchi et al. 2017). Vitamin C and Rock inhibitors promote aggregation, induction of meiosis, and oocyte and follicle development (Tian et al. 2019). Currently, the development and growth of pESC or ESC-derived PGCLCs as well as of PGCs *in vivo* following their transplantation are still limited. GV oocytes from pESCs and ESCs show similar maturation rate, but the efficiency of embryo development to term from pESC-PGCLCs is about half of PGCs *in vivo*. Although overall expression levels of maternal and paternal genes do not differ significantly between pESC-PGCLCs and ESC-PGCLCs and they also exhibit similar high rates of X-chromosome activation, subtle differences do exist in specific transcriptome and methylation between PGCLCs differentiated from pESCs or ESCs and PGCs *in vivo*. Future experiments must resolve these issues and increase the number of viable embryos available from PGCLCs or PGCs. Nevertheless, these oocytes can contribute to folliculogenesis and reconstitute endocrine function.

PGCLCs also have been successfully induced from human ESCs and iPSCs (Irie et al. 2015; Sasaki et al. 2015), and these hESCs/hiPSCs-derived PGCLCs can differentiate into oogonia (Yamashiro et al. 2018). Generation of oocytes *in vitro* from human PSCs has yet to be achieved. Additionally, a number of patients undergo failed embryonic development in clinical recurrent IVF/ICSI, because of defective maturation of GV oocytes. But parthenogenetic embryonic stem cells require matured oocytes, limiting pESC derivation in these patients. Encouragingly, human pESCs also have been derived by simple methods using chemical activation of oocytes. Human pESCs show epigenetic changes in imprinted genes compared with hESCs, including X chromosome activation, imprinted DMRs, distinct imprinting signatures and biased differentiation (Kim et al. 2007; Lin et al. 2007; Mai et al. 2007; Revazova et al. 2007; Stelzer et al. 2013; Sagi et al. 2016, 2019). Our data that PGCLCs differentiated from pESCs develop into fully functional oocytes and produce healthy, fertile mice with normal imprinting provides proof of principle, suggesting that it is also possible to generate oocytes from human pESCs and used for reconstructing ovarian functions. However, the safety on corresponding metabolic and development phenotypes of live pups needs to be critically evaluated in future experiments. Also, extensive research is needed to ensure that PGCLCs generated from pESCs resemble PGCs *in vivo* at molecular levels and the competent embryo development like that of IVF from normal oocytes. Clearly, additional work will be needed to extend our findings to humans. If successful in humans, this approach could amplify the severely limited stores of a woman’s oocytes, to potentially recover endocrine functions with age, and to produce autologous pluripotent stem cells essential for regenerative medicine. This strategy also may provide a technical advance to the ESC field by producing an unlimited number of oocytes for nuclear transfer ESCs.

## MATERIALS AND METHODS

### Animal care and use

Use of mice for this research was approved by the Nankai University Animal Care and Use Committee. All mice used in this study were taken care of and operated according to the relevant regulations. Mice were housed and cared in individually ventilated cages (IVCs) on a standard 12 h light:12 h dark cycle in the sterile Animal Facility at College of Life Sciences. C57BL/6-Tg (CAG-EGFP) C14-Y01- FM131Osb mice that carry β-Actin-GFP and Oct4-GFP (OG2) mice (C57BL6 X CBA) were obtained from Model Animal Research Center of Nanjing University. It was anticipated that Actin-GFP fluorescence could facilitate identification of transplant cells in transplantation experiments. 4–6-Week-old NOD-SCID mice (Female, #406), 6-week-old albino Balb/c mice (Female, #401), 6–8-week-old albino ICR mice (Male and female, #201) and 6-week-old albino Kunming (KM) mice (Female, #202) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd.

### Isolation and primary cultured MEFs

MEFs were derived from E13.5 ICR mice embryos isolated by caesarean section and washed in phosphate-buffered saline (PBS). Heads and visceral tissues were removed, and remaining tissue washed in PBS, then submerged in 0.25% trypsin–EDTA (0.25% TE, Invitrogen) and incubated at 37 °C for 10 min. Tissue was pipetted repeatedly to aid dissociation, washed then dissociated cells added to MEF medium and plated (passage 0, P0). MEF medium contains DMEM (Invitrogen) supplemented with 10% Fetal Bovine Serum (FBS, Hyclone), 1 mmol/L L-glutamine (Invitrogen), 1% nonessential amino acid stock (NEAA, Sigma), and 50 units/mL penicillin and 50 μg/mL streptomycin (Invitrogen).

### Establishment of mouse pESC and ESC lines

Actin-GFP female mice at 6–8 weeks of age were superovulated with 5 IU pregnant mare serum gonadotrophin (PMSG), followed by 5 IU human chorionic gonadotropin (hCG) 46–48 h later. Oocytes enclosed in cumulus masses were collected from oviduct ampullae 14 h after hCG injection. *In vitro* maturation of GV oocytes 46 h following PMSG injection was achieved by culture in IVM medium following the method described (Eppig et al. 2009). Cumulus cells of MII oocytes were removed by pipetting, after a brief incubation in 0.03% hyaluronidase prepared in potassium simplex optimized medium (KSOM_AA_) containing 14 mmol/L HEPES and 4 mmol/L sodium bicarbonate (HKSOM). Oocytes were reliably activated by treatment for 4 h with 10 mmol/L SrCl_2_ and cytochalasin D prepared in Ca^2+^-free KSOM (Chen et al. 2009; Liu et al. 2011). Activated oocytes with two pronuclei were defined as diploid parthenotes and cultured in 50 μL droplets of pre-equilibrated KSOM, covered with mineral oil at 37 °C in a humidified atmosphere of 6% CO_2_ in air for 4–5 days. To obtain fertilized embryos, Actin-GFP females were superovulated and mated individually with Actin-GFP males of proven fertility. Oviducts of successfully mated females 3.5 days after mating were flushed with HKSOM using a Pasteur pipette, and blastocysts were obtained to derive normal ESC lines.

pESC and ESC lines were established and characterized in collaboration with D. Keefe based on the method described (Chen et al. 2009; Liu et al. 2011). Blastocysts were plated onto mitomycin C-treated MEF cells served as feeders in KSR/DMEM medium plus PD0325901 and LIF (K/DL) and cultured for 7 days to form outgrowths. Emerging ICM outgrowths were directly picked and placed onto feeder cells in serum/LIF (S/L) medium to establish stable ESC lines. Established ESC lines were genotyped by *Sry* gene to determine the sex. Female ESC lines were also maintained in serum/LIF (S/L) medium and passaged by dissociating cells with 0.25% TE (Invitrogen) every 2–3 days and re-plated onto feeder cells. K/DL medium contains knockout DMEM (Invitrogen) supplemented with 20% Knockout serum replacement (KSR, Invitrogen), 1 mmol/L l-glutamine, 1% nonessential amino acid stock, 50 units/mL penicillin and 50 μg/mL streptomycin (Invitrogen), 0.1 mmol/L β-mercaptoethanol (Invitrogen), 1 μmol/L PD0325901 (Miltenyi) and 1000 IU/mL mouse LIF (mLIF, Millipore). S/L medium (ESC culture medium) contains knockout DMEM supplemented with 15% FBS (ES quality, Hyclone), 1 mmol/L l-glutamine, 1% nonessential amino acid stock, 50 units/mL penicillin and 50 μg/mL streptomycin, 0.1 mmol/L β-mercaptoethanol, and 1000 IU/mL mLIF.

### Karyotype analysis

Metaphase chromosomes were prepared by exposing cultured cells to nocodazole (0.3 μg/mL) for 3 h, followed by hypotonic treatment with 75 mmol/L KCl solution, fixed with methanol:glacial acetic acid (3:1) and spread onto clean slides under humidified cold environment. About 30 separate metaphase spreads were examined for each culture.

### Induction of PGC-like cells (PGCLCs)

Induction of PGCLCs from pESCs/ESCs was based on the method described previously (Hayashi et al. 2012; Hayashi and Saitou 2013). ESCs and pESCs were maintained in t2iL medium (in 2iL medium, the concentration of PD0325901 was reduced from 1 μmol/L to 0.4 μmol/L) for 3–5 passages. EpiLCs were induced by plating 1.0 × 10^5^ pESCs/ESCs on the wells of a 12-well plate coated with human plasma fibronectin (FN, 16.7 μg/mL, Millipore) in N2B27 medium containing activin A (20 ng/mL, PeproTech), bFGF (12 ng/mL), and 1% KSR for 46 h. The medium was changed every day. The PGCLCs were induced for 4 days under floating conditions by plating 3.0 × 10^3^ EpiLCs in the wells of a low-cell-binding U-bottom 96-well Lipidure-Coat plate (Corning) in GK15 medium (GK15 medium contains GMEM (Invitrogen) added with 15% KSR, 100 μmol/L NEAA, 1 mmol/L sodium pyruvate, 1 mmol/L l-glutamine, 1% nonessential amino acid stock, 50 units/mL penicillin and 50 μg/mL streptomycin, 0.1 mmol/L β-mercaptoethanol) in the presence of the cytokines BMP4 (500 ng/mL, PeproTech), 1000 IU/mL mLIF, SCF (100 ng/mL, PeproTech) and EGF (50 ng/mL, PeproTech). Integrin-β3- (CD61) and SSEA1-double positive PGCLCs were sorted by flow cytometer. Dissociated cells were incubated with anti-integrin-β3 (CD61) antibody and anti-SSEA1 antibody conjugated with PE (Phycoerythrin) and APC (Allophycocyanin), respectively. After being washed in PBS supplemented with 0.1% BSA, the cells were sorted and analyzed on a flow cytometer (Aria III; BD Biosciences).

### Induction of meiosis and folliculogenesis

Induction of meiosis and folliculogenesis was achieved by aggregation of PGCLCs with E12.5 gonadal somatic cells followed by transplantation of the aggregates into kidney capsules to generate reconstituted ovaries (Qing et al. 2008). To obtain E12.5 gonad somatic cells *in vivo*, female E12.5 gonads were collected from E12.5 embryos obtained by intercrosses of albino ICR mice. The mesonephros were surgically separated from the gonads using insulin syringe. Gonads were dissociated with 0.05% TE by incubation at 37 °C for 10 min, washed with MEF medium, and collected by centrifugation. Large clumps of cells were removed using a cell strainer (BD Biosciences). Endogenous PGCs in the dissociated gonadal cells were removed or collected by magnetic cell sorting using anti-SSEA1 antibody conjugated with magnetic beads (Miltenyi, see below). The sorted gonadal somatic cells and FACS-sorted PGCLCs were plated in the wells of a low-cell-binding U-bottom 96-well Lipidure-Coat plate in MF10 medium (MF10 medium contains M199 (Sigma) added with 10% FBS, 1 mmol/L l-glutamine, 50 units/mL penicillin and 50 μg/mL streptomycin, 50 μg/mL Vitamin C (Vc, Sigma) and 10 μmol/L Rocki (Y27632, Rock inhibitor) (Tian et al. 2019). About 20,000 PGCLCs and 100,000 gonadal somatic cells were mixed per aggregate. For negative control (pseudo-rOvary), 100,000 E12.5 gonadal somatic cells only without PGCs were aggregated in MF10 medium supplemented with 50 μg/mL Vc and 10 μmol/L Rocki.

### Magnetic activated cell sorting

Magnetic activated cell sorting **(**MACS) was performed according to the manufacturer’s instructions (Miltenyi). Briefly, dissociated gonadal cells were incubated with anti-SSEA1 antibody conjugated with magnetic beads. Cell suspensions were washed in PBS supplemented with 0.5% BSA and 2 mmol/L EDTA and applied to an MS column (Miltenyi) to remove SSEA1-positive PGCs. Gonadal somatic cells were collected in the flow-through portions. To verify that SSEA1 negative cells did not contain PGCs, SSEA1/CD61 double staining was used to detect PGCs by FACS. More than 99.99% cells did not express SSEA1 and CD61, showing the purity of embryonic gonadal somatic cells.

### Isolation of E9.5 and E12.5 PGCs

Embryonic gonads were dissected from E9.5 and E12.5 female embryos. Gonads were dissociated by 0.25% TE (Invitrogen), and filtered by 70 μm cell Filter, followed by sorting of PGCs by flow cytometer using anti-integrin-β3 (CD61) antibody and anti-SSEA1 antibody or MACS using anti-SSEA1 antibody conjugated with magnetic beads.

### Kidney capsule transplantation

Kidney capsule transplantation was performed based on the methods described (Qing et al. 2008). Briefly, one or two aggregates were implanted in the “pocket” which was made between the kidney capsule and kidney tissue of a bilaterally ovariectomized recipient mouse. Transplantation procedure was completed in 5 min for each mouse. Meiosis and folliculogenesis were achieved in the reconstituted ovaries 26–28 days following transplantation of the aggregates.

### Follicle count

The aggregate-formed reconstituted ovaries were carefully retrieved and subsequently dehydrated with graded alcohols, cleared in xylene, and embedded in paraffin wax. The serial sections (5 μm) from each reconstituted ovary were aligned in order on glass microscope slides, stained with H&E and analyzed for the number of follicles at various developmental stages in every fifth section with random start in the first five sections. The total number of follicles per reconstituted ovary was calculated by combining the counts of every fifth section throughout the whole reconstituted ovary, based on method described (Liu et al. 2013). The follicles were categorized into, secondary and antral or mature accordingly. Secondary follicles were characterized as having more than one layer of GCs with no visible antrum. Antral or mature follicles possessed small areas of follicular fluid (antrum) or a single large antral space. Only those follicles containing an oocyte with a clearly visible nucleus were scored.

### *In vitro* maturation and *in vitro* fertilization

The reconstituted ovaries were dissected from the recipient mouse kidney capsule, and fully-grown GV oocytes were collected under a microscope by pricking follicles using insulin syringe in *in vitro* maturation (IVM) medium. Oocytes were matured *in vitro* by culture in IVM medium for 17–18 h at 37 °C (Eppig et al. 2009). IVM medium contained α-MEM (Invitrogen) added with 5% FBS, 0.24 mmol/L sodium pyruvate, 1 IU/mL PMSG and 1.5 IU/mL hCG. With this IVM method, 80% of maturation rate was routinely obtained for oocytes collected *in vivo*.

For *in vitro* fertilization (IVF), spermatozoa were collected from the cauda epididymis of albino ICR males, capacitated by incubation for 2 h in HTF (Origio), and then incubated with the matured oocytes for 6 h. The zygotes were transferred into human G-1 plus medium (Vitrolife). Embryos that reached the 2-cell stage after 24 h culture were transferred into the oviducts of E0.5 pseudo pregnant mice (albino Kunming mice) and newborns were normally delivered on E19.5. Pups were identified initially by coat color. The contribution of pESCs and ESCs of pups was confirmed by standard DNA microsatellite genotyping analysis using D8Mit94 and D12Mit136 primers (Table S4).

### Test of developmental pluripotency by generation of chimeras

Approximately 10–15 pESCs or ESCs were injected into 4–8-cell embryos of albino not Balb/c as hosts using a Piezo injector as described (Huang et al. 2008). Injected embryos were cultured overnight in KSOM_AA_ medium. Blastocysts were transferred into uterine horns of E2.5 surrogate albino Kunming mice. Pregnant females delivered pups naturally at about E19.5. Pups were identified initially by coat color. Chimeras were mated with albino ICR mice to further examine their germline transmission competence.

### Immunofluorescence microscopy

Cells were washed twice in PBS, fixed in freshly prepared 3.7% paraformaldehyde for 30 min on ice, washed once in PBS and permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum plus 0.1% BSA in PBS) for 30 min at room temperature, then washed three times in PBS, and left in blocking solution for 2 h. Cells were incubated overnight at 4 °C with primary antibodies, anti-Oct4 and anti-Nanog prepared in blocking solution, washed three times for 15 min each with blocking solution, followed by incubation for 2 h with secondary antibodies at room temperature. Alexa Fluor® 594 goat anti-mouse IgG (H+L) against anti-Oct4 or Alexa Fluor® 594 goat anti-rabbit IgG (H+L) against anti-Nanog diluted in 1:200 with blocking solution was used. Samples were washed, and counterstained with 0.5 μg/mL DAPI (Roche) in Vectashield (Vector) mounting medium. Fluorescence was detected and imaged using Axio-Imager Z2 Fluorescence Microscope (Carl Zeiss).

### Fluorescence microscopy of reconstituted ovarian sections

Briefly, after being deparaffinized, rehydration and wash in 0.01 mol/L PBS (pH 7.2), sections were subjected to high pressure antigen recovery sequentially in 0.01 mol/L citrate buffer (pH 6.0) for 3 min, so that the autofluorescence of Actin-GFP was quenched. The sections were incubated with blocking solution (3% BSA in PBS) for 2 h at room temperature, and then with the diluted primary antibodies overnight at 4 °C. The primary antibodies included anti-SCP3, GFP, Vasa, Dazl, Foxl2, or Gata4 prepared in blocking solution. Blocking solution without the primary antibody served as negative control. After washing with PBS three times, sections were incubated with appropriate secondary antibodies, AlexaFluor® 594 Donkey anti-Goat IgG (Foxl2), AlexaFluor® 594 Goat Anti-Mouse IgG (Gata4), AlexaFluor® 488 Donkey anti-Mouse IgG (GFP), AlexaFluor® 488 Donkey anti-Rabbit IgG (SCP3, Vasa, and Dazl) or AlexaFluor® 594 Goat Anti-Rabbit IgG (Dazl in the sections of day 4 reconstituted ovaries). Nuclei were stained with 0.5 μg/mL DAPI in Vectashield mounting medium. Fluorescence was detected and imaged using Axio-Imager Z2 Fluorescence Microscope (Carl Zeiss).

### Immunostaining and fluorescence microscopy of meiocyte spreads

Surface spreading of meiocytes was prepared by a drying-down technique and stained for synaptonemal complexes (Liu et al. 2004). PGCLC-aggregates were collected, minced with two forceps and dissociated by pipetting in 0.05% TE. After incubation for 7 min at 37 °C, cell suspensions were mixed with an equal volume of FBS, centrifuged for 5 min and resuspended in 100 mmol/L sucrose. The cell suspension was spread onto glass slide by dipping onto a thin layer of fixative (1% paraformaldehyde, 0.15% Triton X-100 and 3 mmol/L dithiothreitol, pH 9.2). The glass slides were maintained overnight in a humidified box at 4 °C. The slides were washed in water containing 0.4% Photo-flow (Kodak), and completely dried at room temperature. Dried slides were washed with 0.1% Triton X-100/PBS (PBST) for 10 min and incubated with antibody dilution buffer (ADB) (3% BSA and 2% goat serum in PBST) for 1 h at room temperature. Spreads were then incubated with anti-SCP1, SCP3 or MLH1 antibody in ADB at 4 °C overnight, washed three times, then incubated with appropriate secondary antibodies, AlexaFluor® 488 Goat anti-Rabbit IgG or AlexaFluor® 594 Goat anti-Rabbit IgG (SCP3), FITC Goat anti-Mouse IgG (H+L) (MLH1) and AlexaFluor® 594 Goat anti-Mouse IgG (SCP1). After washing, samples were stained with DAPI, washed and mounted in Vectashield mounting medium (Vector Laboratories). Immunofluorescence was detected using Axio-Imager Z2 Fluorescence Microscope. MLH1 foci were counted as described (Liu et al. 2004). Autofluorescence of Actin-GFP was not observed in these spreads.

### Hormone assays

Serum follicle-stimulating hormone (FSH), estradiol (E2) and anti-Müllerian hormone (AMH) levels were assayed by ELISA kit (CK-E20381, CK-E20419 and CK-E90200, Hangzhou EastBiopharm CO., LTD). Quality control serum, sterilized distilled water, and five series diluted standard samples for a standard curve were tested for each serum sample. The intra- and inter-assay coefficients of variability for AMH, FSH, and E2 were below 8% and 12%.

### Gene expression analysis by real-time qPCR

Total RNA was purified using RNA mini kit (QIAGEN), treated with DNase I (QIAGEN), and the cDNA was generated from 2 μg RNA using Oligo (dT)18 primer (Takara) and M-MLV Reverse Transcriptase (Invitrogen). Real-Time qPCR reactions were set up in duplicate with the FS Universal SYBR Green Master (Roche) and carried out on an iCycler MyiQ2 Detection System (Bio-Rad). All reactions were carried out by amplifying target genes and internal control in the same plate. Each sample was repeated two times and normalized using *Gapdh* as the internal control. The amplification was performed for primary denaturation at 95 °C for 10 min, then 40 cycles of denaturation at 95 °C for 15 s, annealing and elongation at 58 °C for 1 min, and the last cycle under 55–95 °C for dissociation curve. Relative quantitative evaluation of target gene was determined by comparing the threshold cycles. Primers (Table S5) were confirmed for their specificity with dissociation curves.

### Combined bisulfite restriction analysis (COBRA)

COBRA analysis was performed based on the methods as described (Hikabe et al. 2016). Genomic DNA was extracted using DNeasy Tissue Kit (QIAGEN) according to the manufacturer’s instructions. Bisulfite treatment of DNA was performed with the EpiTect Bisulfite Kit (QIAGEN). Bisulfite converted DNA was amplified by PCR, using HS Taq DNA Polymerase (QIAGEN) and primers (Table S6). Thermal cycling was carried out with a 10 min denaturation step at 94 °C, followed by 35 three-step cycles (30 s at 94 °C, 30 s at 55–58 °C and 30 s at 72 °C) and final incubation at 72 °C for 10 min. PCR products were recovered from stained gels (Gel Extraction Kit, Transgene). The amplified DNA was digested with the following restriction enzymes (NEB): AciI for *Snrpn* and *Igf2r*; PvuI-HF for *Dlk1*/*Glt2*; HpyCH4IV for *H19*/*Igf2r* and *Mest1*. The digested samples were resolved through electrophoresis in 1.5% agarose gels and illuminated by GelRed (BioSharp).

### Library preparation and RNA-sequencing

1000 Cells per sample were resuspended in PBS with 0.1% BSA and transferred to the bottom of a PCR tube consisting of 3 μL lysis buffer, and cDNA was synthesized in the tube containing mRNA, based on Smart-seq2 protocol (Picelli et al. 2014), and the libraries were prepared using TruePrep DNA Library Prep Kit V2 for Illumina® (TD503-02, Vazyme Biotech) according to the manual instruction. Samples were barcoded and multiplex sequenced with a 150-bp paired-end sequencing strategy on an Illumina Hiseq platform.

### Library preparation and reduced representation bisulfite sequencing (RRBS)

Cells were collected and isolated their genomic DNA by QIAamp DNA Micro Kit (QIAGEN). DNA purity was checked using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and DNA concentration was measured using Qubit® DNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, CA, USA). A total amount of 1.5 μg DNA spiked with moderate lambda DNA was handled by MspI, followed by end repair and adenylation. Cytosine-methylated barcodes were ligated to sonicated DNA following manufacturer’s instructions. The DNA fragments were treated twice with bisulfite using EZ DNA Methylation-GoldTM Kit (Zymo Research), and the resulting single-strand DNA fragments were PCR amplified using KAPA HiFi HotStart Uracil and ReadyMix (2X). Library concentration was quantified by Qubit® 2.0 Flurometer and quantitative PCR, and the insert size was assayed on Agilent Bioanalyzer 2100 system. The library preparations were sequenced on an Illumina Novaseq platform and 125 bp/150 bp paired-end reads generated. Image analysis and base calling were performed with Illumina CASAVA pipeline.

Bismark software (version 0.16.3) was used to perform alignments of bisulfite-treated reads to a reference genome. The reference genome was firstly transformed into bisulfite-converted version (C-to-T and G-to-A converted) and then indexed using bowtie2. Sequence reads were also transformed into fully bisulfite-converted versions (C-to-T and G-to-A converted) before they were aligned to similarly converted versions of the genome in a directional manner. Sequence reads that produced a unique best alignment from the two alignment processes (original top and bottom strand) were then compared to the normal genomic sequence and the methylation state of all cytosine positions in the read was inferred. The same reads that were aligned to the same regions of genome were regarded as duplicates. The sequencing depth and coverage were summarized using duplicated reads. Results of methylation extractor were transformed into bigWig format for visualization using IGV browser. Sodium bisulfite non-conversion rate was calculated as the percentage of cytosine sequenced at cytosine reference positions in the genome.

### Bioinformatics analysis

For RNA-seq, clean reads were mapped to the mouse reference mm10 reference genome using Hisat2. Reads were assigned and counted to genes using the Feature-counts. The resulting matrix of read counts was then loaded into RStudio (R version 3.4.2), and DESeq2 used to identify differentially expressed genes. Functional enrichment (GO annotation or KEGG) of gene sets with different expression patterns was performed using clusterProfiler. The heatmaps were drawn by the function “pheatmap” of R packages and correlation coefficients calculated by the function “cor” in R. Scatter plots were generated using the “ggplot2” package to graphically reveal genes that differ significantly between two samples. The *P* values were adjusted using the Benjamin and Hochberg method (Hochberg and Benjamini 1990). Corrected *P*-value of 0.05 and two-fold changes were set as the threshold for significantly differential gene expression. The PGC marker gene list was obtained based on previous published RNA-seq data (Miyauchi et al. 2017). Calculated Zscore, log_10_(TPM), log_10_(TPM+1) or log_2_(TPM+1) of selected genes was used for heatmap.

For RRBS, we modeled the sum Mc of methylated counts as a binomial (Bin) random variable with methylation rate r to identify the methylation site. In order to calculate the methylation level of the sequence, we divided the sequence into multiple bins, with bin size at 10 kb. The sum of methylated and unmethylated read counts in each bin were calculated. Methylation level (ML) for each bin or C site shows the fraction of methylated C, and is defined as: ML(C) = reads(mC)/[(reads(mC) + reads(C)). Calculated ML was further corrected with the bisulfite non-conversion rate by: ML (corrected) = (ML − r)/(1 − r). Analysis of fraction of CpGs in global methylation levels and methylation heatmap for various genomic features were based on published methods (Seisenberger et al. 2012; Wang et al. 2014). Analysis of DNA methylation levels of maternal and paternal imprints was based on the published gene list (Xie et al. 2012; Li et al. 2016).

### Quantification and statistical analysis

Statistics were analyzed by using the StatView software from SAS Institute, Inc. (Cary, NC). Data were analyzed using two-tailed unpaired Student’s t test to compare two groups or ANOVA to compare more than two groups and expressed as mean ± SEM. p values less than 0.05 were considered significant (*P < 0.05, **P < 0.01 or ***P < 0.001). The exact values of “*n*” used are described in the corresponding figure legends. “*n*” refers to the number of biological replicates and includes either number of mice or replicates of cell studies. FACS data was analyzed by FlowJo. Graphs were generated using GraphPad Prism or R package ggplot2 or other R packages.

## ABBREVIATIONS

AMH, anti-Müllerian hormone; DMR, differentially methylated region; E2, estradiol; EB, embryoid body; EpiLCs, epiblast-like cells; ESC, embryonic stem cell; FACS, fluorescence-activated cell sorting; FSH, follicle-stimulating hormone; GFP, green fluorescence protein; GO, gene ontology; GV, germinal vesicle; H&E, hematoxylin and eosin stain; ICSI, intracytoplasmic sperm injection; iPSC, induced pluripotent stem cell; IVF, * in vitro* fertilization; IVM, * in vitro* maturation; NOD-SCID mice, non-obese diabetic-server combined immune-deficiency mice; OE, bilaterally oophorectomized; PCA, principal components analysis; pESC, parthenogenetic embryonic stem cell; PGC, primordial germ cell; PGCLC, primordial germ cell-like cell; RA, retinoic acid; RRBS, reduced representation bisulfite sequencing; SC, synaptonemal complex.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

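RNA-seq of 10 libraries of mouse cells was used, 2 replicates each of ESCs, pESCs, ESC-PGCLCs, pESC-PGCLCs and PGCs. The authors aligned clean reads to mm10 with Hisat2, counted them on genes with Feature-counts and compared groups with the paper's DESeq2. The deposited values are TPM for 36066 genes by symbol, without other normalization, and each library sums to 1000000. All columns of values were used. The labels of the PGC libraries give no embryonic day, so these libraries enter the fit for the variance, and their values are given apart from the paper's claims about PGCs of a stated day. The paper's methods and the sample descriptions differ on library preparation and on the doses for epiblast-like cells, and the paper's account was used. The methylation, staining and animal experiments of the paper were not analysed here.

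Symbols were matched to GENCODE M21 (GRCm38), with 35861 matched by symbol, 39 by an older symbol, 73 to several genes and 93 unmatched. In the table 24 gene names had been turned into dates. Multiplying TPM by the exon length of each gene gave whole numbers, after a factor per library, for 94.7% to 94.9% of values above 0. The reads recovered from these were used for the depth per library, for floors of 3 reads, for alternatives, and beside the TPM of genes with few reads, such as H19 and Igf2. Depth lay between 6797380 reads (ESC-PGCLC replicate 2) and 18632189 reads (ESC replicate 2), with 0.0817 to 0.238 TPM for 3 reads on a gene of the median exon length of 3090 nt. Intervals and floors of this kind cover counting error alone. The share of 100-base stretches of a gene's transcripts that also occur in another gene was counted for the named genes.

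Values were transformed as log2(TPM + 1), and the 27259 genes with at least 0.1 TPM in at least 2 libraries were kept. In R 4.3.3, limma 3.58.1 fitted a mean for each of the 5 groups (5 residual degrees of freedom, 2.81 prior degrees of freedom), with empirical Bayes variances that follow the mean. The comparisons were pESCs against ESCs, pESC-PGCLCs against ESC-PGCLCs, each kind of PGCLC against its stem cells, and the interaction of origin and differentiation. Benjamini-Hochberg adjustment ran over all genes of a comparison, and a gene was called at an adjusted p under 0.05 with a change of at least 2-fold. Gene lists were tested with camera at an inter-gene correlation of 0.01, with adjustment over the 23 list tests. The X-linked genes of Fig. 2H and the imprinted genes were taken from the paper, the latter from Figs. 2E and 4D. Fig. 4D groups genes by imprinting, so the lists called maternally or paternally expressed may hold genes expressed from the other allele. The curated imprinted lists group genes by expressed allele. The lists for germ cells, meiosis, pluripotency, TGF-β and Wnt signaling, early PGC markers, fibroblasts and gonadal somatic cells were curated by hand and are not those of the paper's databases. The similarity of groups was the square of Pearson's r across genes between group means. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

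Genes are named when the paper names them in its RNA-seq results or shows them in Fig. 2, when they are Xist or the Y-linked genes that show the sex of the cells, or when they are among the 5 called genes that rose or fell most in a comparison, with no overlap between replicates and a mean of at least 1 TPM in the higher group. Names outside this rule are marked as chosen after their values were seen. These choices, the lists other than that of haemoglobin genes and the alternatives were set before the data were examined, apart from those marked as added. The alternatives were a pseudocount of 0.1, a filter of 1 TPM, no filter, a fit of the compared groups alone, a fit of the cultured groups alone for the interaction, quantile normalization, centring of each library on the median of the 9024 genes with at least 1 TPM in every library, replicate as a block, calls at an unadjusted p or without a fold change minimum, curated imprinted lists, X-linked genes with a mean of at least 1 TPM, linear TPM, Spearman's rho and leaving out each replicate in turn. Added after seeing the data were voom on recovered reads, genes of at least 200 nt, and Pearson's r without the square. Replicate numbers recur across groups, so the correlation of same-numbered deviations was computed beside the block.

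The procedure was tested on simulated data of the same design. With 200 changed genes, 156 genes were called, 136 of them changed, which is 68% of the changed genes and 88% of those changed at least 4-fold. With no change, 12 of 27432 genes were called, all with exons under 200 nt. With 2 replicates per group, other splits of the samples cannot be counted.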

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

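The tests in this part were chosen after the results they concern were seen, except the first count on swapped PGCLC groups, which was written earlier.

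The difference between cells of parthenogenetic and of fertilized origin changed with differentiation. The interaction, the log2 fold change between pESC-PGCLCs and ESC-PGCLCs less that between pESCs and ESCs, passed an adjusted p under 0.05 and 2-fold for 5197 genes by limma, 4236 of them positive and 961 negative. The split is a matter of scaling, since median centring gave 1727 positive and 4062 negative among 5789 genes, 2688 of which were shared with the 5197. Among the imprinted genes the paper names, a test of the interaction drew attention to Snrpn (6.36), Mest (4.10), H19 (2.02), Igf2 (1.94), Sgce (1.70), Slc22a18 (1.67) and Igf2r (-1.09), with adjusted p-values from 0.000296 to 0.013. Snrpn was high in both ESC libraries (107.9 and 88.4 TPM) and both pESC-PGCLC libraries (94.8 and 104.8 TPM), and low in both pESC libraries (6.80 and 9.46 TPM) and both ESC-PGCLC libraries (14.1 and 10.9 TPM). The text of the paper does not discuss this crossing.

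For Snrpn, reads shared with overlapping genes cover 19.2% of its 100-base stretches, too few to account for the change. A biological explanation is the return of paternally expressed genes in PGCLCs of parthenogenetic origin. The median interaction of the paternally expressed genes (0.63, with 18 of 21 positive) exceeded that of the maternally expressed genes (0.198) by 0.431, less than the 0.5 set for that test, while the other genes had a median of 0.206. A camera test of the interaction, added later, gave the paternally expressed genes an adjusted p of 0.00976 and the maternally expressed genes 0.988. The paternal list holds Snrpn, Mest, Igf2 and Sgce, already singled out for their interaction, and no test without them was run. This test therefore partly restates that observation. The list is also grouped in part by imprinting, and the interaction was not tested with genes grouped by expressed allele. The paternally expressed genes rose by a median of 1.13 in pESC-PGCLCs (adjusted p = 0.0054) and of 0.12 in ESC-PGCLCs (adjusted p = 0.476). The sizes depend on the scaling. After median centring these medians were 0.40 (12 higher and 9 lower, adjusted p = 0.000673) and 0.14 (14 higher and 7 lower, adjusted p = 0.383), and the median interaction of the paternally expressed genes was -0.114, with 9 of 21 positive, against -0.538 for the other genes (adjusted p = 0.0133). The difference of medians missed its limit. The set test, which is relative to other genes, passed with the singled-out genes included, so a return of some genes of the class remains possible. Swapped labels of the PGCLC groups could give the same values.

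A technical explanation is that the labels of the 2 PGCLC groups are swapped. A difference between the lines that lasts would keep its sign. Of 206 genes called between pESCs and ESCs and outside the imprinted lists, 41 (19.9%) kept their sign between the PGCLC groups once the median of all genes was subtracted. After median centring it was 37 of 185 genes (20%). Genes near 0 TPM in the PGCLCs take their sign from the median that is subtracted. The count was therefore repeated for the genes with a mean of at least 1 TPM in the PGCLC libraries. The median of all genes past that limit was subtracted, and 17 of 147 (11.6%) kept their sign. Genes with at least 1 TPM in every library had medians of -0.278 between pESCs and ESCs and 0.339 between the PGCLC groups. For the 206 genes 0.121 was subtracted, so expressed genes stayed shifted upward in the PGCLCs in that count. The differences between pESCs and ESCs were not shifted in either count. Of the 147 genes, 124 were lower in pESCs, so scaling can still affect this low share. After median centring, 30 of 126 such genes (23.8%) kept their sign, above the 20% without the filter. Of the 185 genes called after median centring, 140 had a mean of at least 1 TPM over all libraries, and their share went from 22.1% to 25% when the medians of genes of similar GC content and length were subtracted, a step that turned 10 of them in the PGCLCs, so GC content and length binned in this way do not account for it. A different position along the course of differentiation was also looked at. On the first component of the cultured libraries pESC-PGCLCs were at 78.6 and 73.8, nearer the stem cells (-96.4 to -83.6) than ESC-PGCLCs at 106.3 and 110.8. The R2 of pESC-PGCLCs was 0.759 with pESCs and 0.772 with ESCs. That of ESC-PGCLCs was 0.695 with pESCs and 0.670 with ESCs, so the groups may differ in position. Each kind of PGCLC was slightly nearer the stem cells of the other line. On the second component, too, ESCs lay on the side of pESC-PGCLCs and pESCs on that of ESC-PGCLCs. Swapped labels or a crossing batch could give this, though no spread was computed for these R2 values. Again of the 185 genes, those that differentiation changes by less than 2-fold kept their sign in 11.4% of 79 genes, which cannot tell because genes near 0 TPM are among them, and in 14% of 57 genes (8 genes, with 53 of the 57 higher in pESCs) with at least 1 TPM in the PGCLC libraries. For the 147 genes at the scaling as reported (124 of them lower in pESCs), removing the part of the PGCLC difference that is linear in the change from stem cells to PGCLCs (slope -0.227) took the share from 11.6% to 18.4%, and from 23.8% to 22.2% for 126 such genes called after median centring. The linear part held an r2 of 0.098 over 14432 genes, so its removal changed few signs and is a weak test that cannot exclude a position. With the 14% of little-changed genes, it speaks only against a position that acts in proportion to each gene's change. One that acts otherwise was not tested. A batch that crosses the groups, with ESCs and pESC-PGCLCs on one side, remains possible. AY036118 had an interaction of 7.50, but it was picked for this pattern, and its sequence is shared with another gene, so it cannot tell a batch from swapped labels. These values are consistent with swapped PGCLC labels, and a crossing batch could give the same pattern. Some genes go against a swap. Xlr3a, Xlr3b and Xlr3c were higher in pESCs (0.91, 0.77 and 1.12) and called higher in pESC-PGCLCs (1.29, 1.19 and 1.05), where they stayed higher after median centring at less than 2-fold (0.88, 0.78 and 0.65). Rhox5 was higher in pESCs (1.32) and in pESC-PGCLCs (0.64, adjusted p = 0.0143, and 0.24 with an adjusted p of 0.228 after median centring). With these values a swap, a batch and a position along differentiation that acts on some genes only cannot be told apart. A change in single genes such as Snrpn would not turn most of the called genes, though it could add to the crossing of those genes.

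Haemoglobin RNA appeared in the PGCLC libraries, a signal in genes the paper does not discuss. Hbb-y, on chromosome 7 from 103851749 to 103853216, rose by a log2 fold change of 7.37 from ESCs to ESC-PGCLCs and of 9.81 from pESCs to pESC-PGCLCs, with adjusted p-values of 5.92e-06 and 3.96e-06 from limma. Its recovered reads were 904 and 910 in ESC-PGCLCs and 8968 and 7586 in pESC-PGCLCs, against 0 to 9 in the stem cell libraries and 4655 and 6362 in the PGC libraries. None of its 100-base stretches occurs in another gene (0%), so reads from paralogs do not account for it. All 7 haemoglobin genes, a list made after the values were seen, were called higher in both kinds of PGCLC. Somatic genes of the fetal gonad, a list set earlier, rose by a median of 1.43 in pESC-PGCLCs, with 22 of 23 genes higher against a median of 0.22 for all genes, and by 0.62 in ESC-PGCLCs with 21 higher, which is consistent with RNA from somatic cells. Carry-over of reads from the PGC libraries would leave both lists at the same ratio to PGCs. In pESC-PGCLCs, however, the median log2 ratios were 0.37 for haemoglobin and -0.62 for gonadal genes, 0.996 apart. In ESC-PGCLCs they were -2.25 for haemoglobin and -1.56 for gonadal genes (-0.697). The ratios were taken after 1 TPM was added, which pulls those of low genes toward 0, and the gonadal genes are the lower list. The ESC-PGCLC values therefore cannot tell whether carry-over was present there. A mixture of cell types in the sorted PGCLCs, or expression by cells of the aggregates that differentiated otherwise, may be the source, and the data do not tell these apart. Dazl and Stra8, chosen after their values were seen, were at levels of the same order as in PGCs. Dazl was at 1742 TPM in ESC-PGCLCs, 1100 TPM in pESC-PGCLCs, and 1958 and 2095 TPM in the PGC libraries. Stra8 was at 201.9, 384.6, 333 and 343.2 TPM in that order. Whether the PGCLC libraries come from cells at the end of the 4 days of induction was not tested.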

How the results depend on the processing

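No test was added here to explain a change; voom on recovered reads, genes of at least 200 nt and Pearson's r without the square were added after seeing the data, and where a value below changed, the cause was not tested. Of the values of the 31 results that answer a comparison, 168 stayed as reported, 26 moved, 10 reversed, 14 became weaker and 1 stronger. For a count of called genes these words refer to the number alone, so a count that stayed can hide a split that turned, as with median centring. It gave 161 genes higher and 30 lower between pESCs and ESCs (45 and 168 as reported, with 75 genes shared), 1460 and 1891 between the PGCLC groups (2812 and 839), 2280 and 5010 between pESC-PGCLCs and pESCs (5681 and 1854), and 1727 and 4062 in the interaction (4236 and 961). Of 1075 values of named genes under an alternative, 973 stayed, 29 reversed, 53 became weaker and 20 stronger.

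Between pESCs and ESCs 213 genes were called. The count was 756 at an unadjusted p with a 2-fold change (254 higher, 502 lower), 402 with the filter of 1 TPM (79 higher), 132 without a filter (29 higher), 122 with quantile normalization (65 higher), 78 with the replicate block (23 higher), 460 with voom (184 higher), and 0 with the compared groups alone, where 3975 genes had an unadjusted p under 0.05. Without a fold change minimum 6496 genes were called between the PGCLC groups, 12637 between ESC-PGCLCs and ESCs and 12160 between pESC-PGCLCs and pESCs, and voom gave 12343 and 11362 for the last 2 comparisons. The X-linked genes, 7 as reported, were 22 at an unadjusted p with a 2-fold change (14 higher), 12 with a pseudocount of 0.1, 13 with the filter of 1 TPM, 0 with the compared groups alone (24 at an unadjusted p with a 2-fold change), 15 with median centring (14 higher) and 15 with voom (8 higher). The correlations of same-numbered deviations were 0.045, 0.044, 0.016 and 0.018, for pESCs against ESCs, the PGCLC groups, ESC-PGCLCs against ESCs and pESC-PGCLCs against pESCs.

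R2 between pESCs and ESCs was 0.983 without the square, 0.884 with Spearman's rho and 0.942 with a pseudocount of 0.1. Between the PGCLC groups it was 0.939, 0.778 and 0.844 in that order, 0.682 on linear TPM and 0.838 with the filter of 1 TPM.

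With median centring, which adds a constant per library and so also shifts genes near 0 TPM, the median log2 fold change turned for the paternally expressed genes between pESCs and ESCs (0.04), the maternally expressed genes between the PGCLC groups (-0.093), the X-linked genes in pESCs (0.32, adjusted p = 0.116) and between the PGCLC groups (-0.32), the germ cell genes in pESCs (0.33) and the early PGC markers (-0.25). With quantile normalization it turned for the X-linked genes between the PGCLC groups (-0.019), the germ cell genes in pESCs (0.024) and the early PGC markers (-0.10). With the curated lists the maternally expressed genes were at -0.035 in pESCs (adjusted p = 0.798, range 0.0028 to 0.798 over the alternatives), at 0.34 in ESC-PGCLCs against ESCs (adjusted p = 0.181, range 0.000445 to 0.181) and at 0.42 between the PGCLC groups (adjusted p = 0.0268, range 0.0268 to 0.362).

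The adjusted p of the paternally expressed genes between the PGCLC groups, 0.049 as reported, ranged from 0.0111 to 0.286 and rose above 0.05 with a pseudocount of 0.1 (median 0.53), the filter of 1 TPM (0.44), the compared groups alone (0.41), quantile normalization (0.05), median centring (0.005), the replicate block (0.41, adjusted p = 0.0586) and the curated list (0.20). For the X-linked genes in pESCs, also 0.049, the range was 0.0116 to 0.476, and it rose above 0.05 with a pseudocount of 0.1 (median -0.042), no filter (0), the compared groups alone (-0.044), quantile normalization (0), the replicate block (-0.011, adjusted p = 0.0586) and genes of a mean of at least 1 TPM (-0.088).

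Across the 4 fits that each left out one replicate, the median of the maternally expressed genes went from -0.005 to 0.297 in pESCs, from 0.266 to 0.366 between the PGCLC groups, from 1.58 to 1.74 in ESC-PGCLCs and from 1.55 to 1.93 in pESC-PGCLCs. For the paternally expressed genes it went from -0.37 to -0.212, from 0.323 to 0.467, from 0.094 to 0.215 and from 1.096 to 1.283 in that order. For the X-linked genes it went from -0.055 to 0 in pESCs and from 0.066 to 0.131 between the PGCLC groups, and R2 from 0.944 to 0.965 and from 0.864 to 0.881.

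Among named genes, median centring turned Igf2 (0.28), Sgce (0.04), Tdgf1 (0.12), Fbxo15 (0.015), Nodal (0.028), Fgf4 (0.13), Sall4 (0.17), Klf4 (0.22), Tbx3 (0.21), Fgf5 (0.15) and Tsix (0.19) in pESCs, Nanog (-0.29), Xlr4a (-0.29), Xlr4b (-0.39) and Xlr5c (-0.11) between the PGCLC groups, Xlr3a (-0.13) and Xlr3b (-0.15) in pESC-PGCLCs against pESCs, and Grb10 in the interaction (-0.56). Quantile normalization turned Esrrb (0.01), Fgf4 (0.10), Sall4 (0.13), Klf4 (0.17) and Tbx3 (0.05) in pESCs, Nanog (-0.27), Xlr4a (-0.23), Xlr4b (-0.35), Xlr5c (-0.12) and Dppa3 (0.058) between the PGCLC groups, and Grb10 in the interaction (-0.22).

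The lists for germ cells, meiosis and the 3 pathways in PGCLCs against stem cells kept their direction and an adjusted p under 0.05 under each of their 5 alternatives. The lower depth of the ESC-PGCLC libraries limits genes under about 0.238 TPM there, and the few reads of H19 and Igf2 in the stem cells limit what can be said of these genes.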

Differences from the paper's values

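The paper's R2 between pESCs and ESCs is 0.98, and the value here was 0.965, with an SD of 0.0134 between pairs of libraries. Pearson's r without the square was 0.983 and falls within the paper's value, an alternative chosen after seeing the values. None of the alternatives set before the data were examined did so, with 0.957 on linear TPM, 0.956 for genes of at least 1 TPM, 0.942 with a pseudocount of 0.1 and 0.884 for Spearman's rho. The paper's R2 between pESC-PGCLCs and ESC-PGCLCs is 0.70, and the value here was 0.883 (SD 0.0106). Linear TPM came nearest at 0.682. Both SDs are those of the log2 scale and none was computed for linear TPM, so whether 0.682 differs from 0.70 was left open. The other settings did not close the gap, with Spearman's rho at 0.778, 0.838 for genes of at least 1 TPM and 0.844 with a pseudocount of 0.1. It was 0.939 without the square, which was chosen after seeing the values.

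Fig. 2G shows about 39 X-linked genes upregulated in pESCs, read by eye, against 5 called here. None of the alternatives reached this number, and the highest was 14, at an unadjusted p and with median centring. Higher genes did not outnumber lower ones with the filter of 1 TPM (6 and 7), for genes of at least 200 nt (5 and 5) or with the compared groups alone (0 and 0). They did under the other settings, narrowly with voom (8 and 7). For downregulated genes Fig. 2G shows about 5, read by eye, against 2 called here. With a pseudocount of 0.1 there were 5 and with the filter of 1 TPM 7, both within the paper's value by the criterion used, as were 5 for genes of at least 200 nt and 7 with voom, which were chosen after seeing the values. The counts were 8 at an unadjusted p, 3 without a fold change minimum, 3 with quantile normalization, 1 without a filter, 1 with median centring, 1 with the replicate block and 0 with the compared groups alone, where 24 X-linked genes of both directions had an unadjusted p under 0.05 and a 2-fold change.

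In Fig. 3G the median log10(TPM) of X-linked genes is about 1.1 in ESC-PGCLCs and about 1.3 in pESC-PGCLCs, read by eye, against 0.399 (SD 0.0608) and 0.402 (SD 0.00495) here over genes with a TPM above 0. A value read from a figure was taken to differ when the gap is larger than the SD between libraries and more than 1.5-fold, and for these medians the ratio was that of the log10 values. With X-linked genes of a mean of at least 1 TPM, the alternative run for the measure, the values were 0.999 and 1.02, within those of the figure by this ratio. In TPM, a scale added after seeing the values, the gap was 1.26-fold in ESC-PGCLCs and 1.9-fold in pESC-PGCLCs, so on that scale the alternative closed it for ESC-PGCLCs alone. The medians read from Fig. 3F did not differ by the ratio of log10 values, but in TPM that of the maternally expressed genes in pESC-PGCLCs, about 1.1 in Fig. 3F, read by eye, against 0.919 here (SD 0.0212), was 1.52-fold apart. The TPM read from Figs. 2C and 2E did not differ. The widest gaps in Fig. 2C fell short of 1.5-fold, with Nanog in ESCs at about 390 TPM, read by eye, against 572 TPM here (SD 144), and Pou5f1 in ESCs at about 15 TPM, read by eye, against 21.2 TPM here. Fig. 2C has Nanog in pESCs at about 410 TPM, read by eye, above ESCs, whereas here pESCs were at 408 TPM, below ESCs (adjusted p = 0.424).

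Of the genes marked as different in Fig. 2E, Rhox5, Snrpn and Mest were called here, while Igf2r had an adjusted p of 0.264 and Sgce of 0.431 from limma. None of the 5 alternatives looked up for each of these genes called them. The other filters, genes of at least 200 nt and voom were not looked up for them. For Igf2r the lowest adjusted p was 0.0697, with median centring, within a range up to 0.395 over its alternatives, and its unadjusted p was 0.0441 with less than a 2-fold change. For Sgce the adjusted p ranged from 0.392 to 0.879. On the log2(TPM + 1) scale a gene under 1 TPM in both groups cannot reach the 2-fold change of a call. Of the 34 genes shown as upregulated in Fig. 2H, 5 were called here, against 12 with median centring, 9 at an unadjusted p with a 2-fold change, 6 with a pseudocount of 0.1, 6 with quantile normalization, 4 with the replicate block and 0 with the compared groups alone. Of the 4 tested genes shown as downregulated there, 0 were called, while 2 were with a pseudocount of 0.1 and 2 at an unadjusted p with a 2-fold change. Tenm1 was not tested.

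The paper finds genes of germ cell development enriched among those upregulated in pESCs. The curated germ cell list had a median log2 fold change of -0.01 and an adjusted p of 0.081 from camera, which was 0.0338 with quantile normalization and 0.044 with median centring, within a range from 0.0338 to 0.138 over its alternatives. The paper lists the maternally expressed H19 and the paternally expressed Igf2 as changed in pESCs, and their adjusted p-values were 0.897 and 1 here. Impact, which it gives as lower, had an adjusted p of 0.348, and Slc22a18 and Grb10, which it gives as higher, 0.579 and 0.729. The paper marks the X-linked genes as different between the PGCLC groups in Fig. 3G, and the adjusted p here was 0.546, within a range from 0.34 to 0.735 over the alternatives. The difference is from that mark alone, since the paper's text describes X-chromosome activation as similarly high in both kinds of PGCLC. The paper describes imprinted genes as rising in PGCLCs, while the median of the paternally expressed genes in ESC-PGCLCs was 0.12 (adjusted p = 0.476, from 0.343 to 0.798 over the alternatives).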

Other observations

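The tests in this part were chosen after the results they concern were seen, except those on read depth and on fibroblasts.

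More genes were called higher than lower in pESC-PGCLCs against ESC-PGCLCs, 77% of 3651. The ESC-PGCLC libraries had fewer reads, but with all libraries thinned to 6797368 reads the share was again 77% (2654 higher and 794 lower of 3448 genes). Without genes under 200 nt it was 78.1%. After median centring it was 43.6%, but centring evens the calls whatever the cause of a shift, so this cannot tell whether a few abundant genes take more of the TPM in ESC-PGCLCs. With the 10 most abundant genes of every library removed (26 genes) and the rest scaled to the same total, the share was 73.8% (2797 higher and 992 lower of 3789 genes), so these genes do not account for it. Quantile normalization, which also evens the libraries, gave 56.4%. In a list of 15 housekeeping genes all 15 were higher in pESC-PGCLCs, with a median log2 fold change of 0.705 and 5 called. A broad shift of scale between the groups therefore remains possible. No biological explanation was tested for this split.

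The 34 X-linked genes upregulated in Fig. 2H were higher in pESCs, and 41.2% of them (14 genes) were higher in pESC-PGCLCs than in ESC-PGCLCs, with 18 lower, so a difference between the lines that lasts into the PGCLCs was not seen for most of them. This may have the same source as the crossing of the other genes called between pESCs and ESCs.

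The pESC replicates were less alike (R2 0.956) than the ESC replicates (0.980). Genes of feeder fibroblasts, a list set earlier, had a median log2 difference of -0.028 between pESC replicate 1 and replicate 2, at median levels of 0.0649 and 0.0380 TPM, so no excess of feeder RNA was seen in replicate 1, though a small amount would be missed at these levels.

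The PGC libraries, whose embryonic day is not known, had 11175583 and 16482659 reads on genes. In a principal component analysis of all libraries they were at 95.1 and 93.2 on the first component (67.7% of the variance) and at 41.2 and 24.2 on the second (15.2%). Their R2 was 0.913 with ESC-PGCLCs and 0.945 with pESC-PGCLCs, against 0.702 with ESCs and 0.699 with pESCs. The median log10(TPM) of X-linked genes was 0.537 and 0.378, that of the maternally expressed genes 1.27 and 1.06 and that of the paternally expressed genes 1.29 and 1.33. Xist was at 4.58 and 2.60 TPM. Haemoglobin genes summed to 2199 and 1988 TPM, against 492 and 562 TPM in ESC-PGCLCs and 3437 and 2901 TPM in pESC-PGCLCs. The mean log2 value of the early PGC markers was 5.58 and 5.33.

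The genes Ddx3y, Kdm5d and Uty of the Y chromosome had at most 0.1 TPM in every library. Gm22133, the most abundant gene of the stem cell libraries with 52035 and 47849 TPM in ESCs, shares 100% of its 100-base stretches with Ftl1.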
